# Transcriptome profiling of drought responsive noncoding RNAs and their target genes in rice

**DOI:** 10.1186/s12864-016-2997-3

**Published:** 2016-08-08

**Authors:** Pil Joong Chung, Harin Jung, Dong-Hoon Jeong, Sun-Hwa Ha, Yang Do Choi, Ju-Kon Kim

**Keywords:** *Oryza sativa*, Drought stress, lncRNAs, miRNA, Non-coding RNA, Putative target genes, RNA-seq

## Abstract

**Background:**

Plant transcriptome profiling has provided a tool for understanding the mechanisms by which plants respond to stress conditions. Analysis of genome-wide transcriptome will provides a useful dataset of drought responsive noncoding RNAs and their candidate target genes that may be involved in drought stress responses.

**Results:**

Here RNA-seq analyses of leaves from drought stressed rice plants was performed, producing differential expression profiles of noncoding RNAs. We found that the transcript levels of 66 miRNAs changed significantly in response to drought conditions and that they were negatively correlated with putative target genes during the treatments. The negative correlations were further validated by qRT-PCR using total RNAs from both drought-treated leaves and various tissues at different developmental stages. The drought responsive miRNA/target pairs were confirmed by the presence of decay intermediates generated by miRNA-guided cleavages in Parallel Analysis of RNA Ends (PARE) libraries. We observed that the precursor miR171f produced two different mature miRNAs, miR171f-5p and miR171f-3p with 4 candidate target genes, the former of which was responsive to drought conditions. We found that the expression levels of the miR171f precursor negatively correlated with those of one candidate target gene, but not with the others, suggesting that miR171f-5p was drought-responsive, with Os03g0828701-00 being a likely target. Pre-miRNA expression profiling indicated that miR171f is involved in the progression of rice root development and growth, as well as the response to drought stress. Ninety-eight lncRNAs were also identified, together with their corresponding antisense transcripts, some of which were responsive to drought conditions.

**Conclusions:**

We identified rice noncoding RNAs (66 miRNAs and 98 lncRNAs), whose expression was highly regulated by drought stress conditions, and whose transcript levels negatively correlated with putative target genes.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2997-3) contains supplementary material, which is available to authorized users.

## Background

There is growing concern regarding current and future environmental changes worldwide, such as increases in average air and sea temperatures and altered rainfall patterns, and the abiotic stresses that they impose on biological systems [1, 2]. Plant adaptations to such stresses involve complex signal transduction pathways [3], and elucidating the associated gene expression networks [4], in order to develop strategies to enhance the stress tolerance of crops [5–7], is an important objective of agricultural biotechnology.

Many studies have investigated plant stress tolerance using transcriptional profiling, thereby revealing differences between control and stress-treated plants in the relative expression levels of genes encoding stress response regulators and their target proteins [4, 8]. However, while typically more than 90 % of a eukaryotic genome is transcribed, only 1–2 % is translated into proteins [9], and indeed, in addition to stress-inducible regulatory proteins and transcription factors, microRNAs (miRNAs) are also known to regulate plant stress responses [10–12]. miRNAs are a class of small noncoding RNAs that regulate gene expression at the post-transcriptional level by mRNA cleavage or translational inhibition of the target gene [13]. There are currently >10,000 plant miRNA sequences from >120 plant species in the miRBase database (www.mirbase.org) [14] including 713 from rice (*Oryza sativa*) miRNA sequences. Several miRNAs have been reported to regulate drought-responsive genes [10, 15, 16], and it has been shown that rice miR159, miR169, miR395 and miR474 are drought-inducible, while the expression of miR156, miR168, miR170, miR172, miR396, miR397 and miR408 is suppressed by drought [13, 16]. In addition, miR171 and miR319 expression is either increased or repressed, depending on the specific drought conditions [15]. Drought-induced miRNAs downregulate their target transcripts, whereas drought-induced suppression of miRNAs results in the increased accumulation of their target transcripts [17, 18]. For example, miR169 is down-regulated under drought stress in *Arabidopsis thaliana*, whereas its target gene, *NFYA5,* is drought-induced [19]. Phenotypic analysis of mutants, or transgenic plants in which the expression of either stress-responsive miRNAs or their target genes have been manipulated, has been used to determine the role of miRNAs under different stress conditions [20, 21].

Another class of noncoding RNAs are the long noncoding RNAs (lncRNAs), which can be classified into five categories: i) sense and ii) antisense, when there is overlap of different transcripts in the same, or opposite, strand, respectively; iii) bidirectional, when the expression of an lncRNAs and a neighboring coding transcript on the opposite strand is initiated in close genomic proximity; iv) intronic, when it is derived wholly from within an intron of a second transcript; and v) intergenic, when it lies within the genomic interval between two genes [22]. Numerous lncRNAs have been associated with responses to abiotic stress, such as the expression of 1,832 lncRNAs that were reported to be regulated by various abiotic stresses in *A. thaliana* [23], 125 lncRNAs that were identified under drought and heat stress conditions in wheat (*Triticum aestivum*) [24] and several drought-responsive and tissue-specific maize (*Zea mays*) lncRNAs [25].

In this current study, RNA-sequencing (RNA-seq) transcript profiling was used to evaluate the levels of noncoding RNAs, including pri-miRNAs and lncRNAs, in well-watered control and drought-treated rice plants. A total of 66 drought-responsive miRNA precursors (24 drought-inducible and 42 drought-repressible), which have not previously been characterized in rice, were identified. The expression levels of some of these were shown, by qRT-PCR, to have a negative correlation with the expression of their candidate target genes. In addition, Parallel Analysis of RNA Ends (PARE) libraries from various rice tissues enabled the identification of decay intermediates generated by miRNA-guided cleavages [26], and a total of 98 drought-responsive lncRNAs and their sense or antisense transcripts were detected. The combined data sets suggest potential roles for specific rice miRNAs under drought conditions.

## Results

### Exposure of rice plants to conditions that mimic natural drought stress

Rice plants were grown in a greenhouse for 5 weeks before being subjected to drought stress. To mimic natural drought stress, drought conditions were imposed by withholding water for 3 d, until a soil water content of < 10 % was measured. Leaves of drought stressed plants were compared to those of control plants grown under normal irrigation conditions. After a day, the soil moisture content dropped to 50 % of the initial soil capacity and rice plants started to show visual symptoms of drought-induced damage, such as leaf rolling (Fig. 1a and Fig. 1b). All the leaves from drought-treated plants showed a greater degree of leaf rolling as the level of drought stress increased. Consequently, the rice plants were severely affected by drought after 3 d (Fig. 1a). In addition to the phenotypic assessment, we measured the expression of the *Dip1* (Dehydration stress-inducible protein 1; Os02g0669100) and *RbcS1* (Small subunit of rubisco; Os12g0274700) genes, whose expression has been reported to be drought-inducible and drought-repressed, respectively [27]. *Dip1* expression was observed to increase at 1 d, and continued to increase up to 3 d, whereas transcript levels of *RbcS1* progressively decreased until 3 d after the imposition of drought conditions (Fig. 1c).

**Fig. 1:**
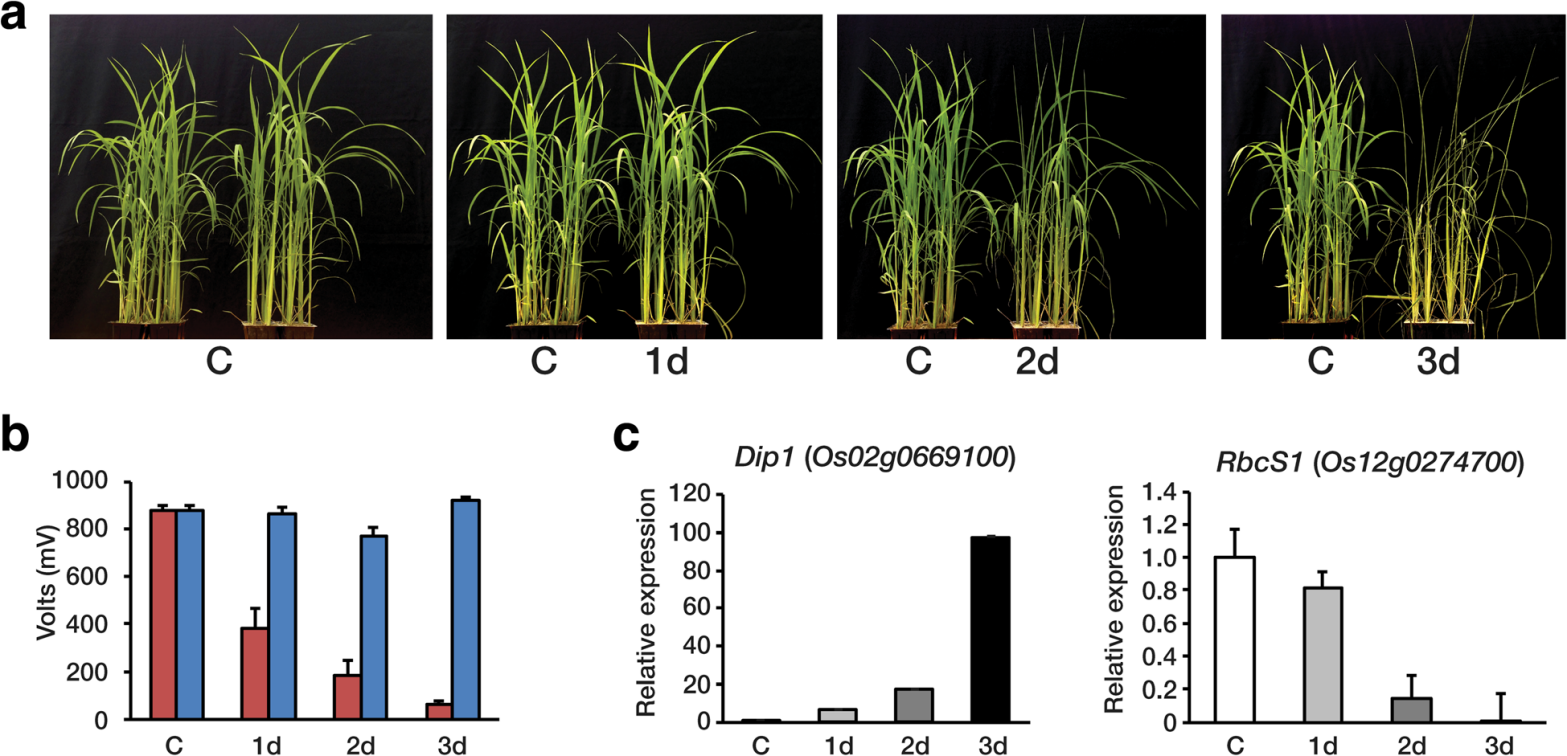
Drought response phenotype of rice in the vegetative state. **a** The phenotypic effect of progressive drought on wild type rice (*Oryza sativa* cv. Ilmi) at the vegetative growth stage. Drought stress was initiated 40 days after germination, and the plants shown are a well-watered control and at day 1, 2 and 3 after drought initiation. **b** Decrease in soil water content during drought treatment. Soil moisture in the pots was monitored using a SM150 Soil Moisture Sensor (Delta-T Devices Ltd). Volts (mV) is the SM150 output value. Blue bar, control; Red bar, drought condition. The conversion from SM150 reading (volts) to soil moisture (%) can be calculated by −0.0714 + 1.7190 V-3.7213 V^2^ + 5.8402 V^3^-4.3521 V^4^ + 1.2752 V^5^ (Delta-T Devices Ltd). **c** The transcript levels of *Dip1* and *RbcS1* in the leaves of drought-treated and well-watered control plants over a time course of exposure to drought were measured by qRT-PCR analysis. Values shown are the means ± SD of three independent experiments and are presented relative to the results from the control. *Dip1* (Dehydration Stress-Inducible Protein1, Os02g0669100) and *RbcS1* (Small subunit of Rubisco, Os12g0274700) served as stress marker genes

### RNA-seq analysis

Total RNA was extracted from the leaves of drought treated and well-watered plants and used to construct four RNA-seq libraries: one library from a well-watered control (C) and three libraries from drought-treated leaves (1 to 3 d). These were sequenced using an Illumina Hi-seq 2500 to identify differences in expression profiles among the different libraries. 

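The 4 libraries sample rice leaves as the soil dries. Soil moisture in the paper was 75% for the well-watered control (C) and 40%, 10% and 7% for 1, 2 and 3 d of drought. Each library was made from total RNA of leaves pooled from 10 plants in 4 pots. There was 1 library per condition, so a difference between conditions has no replicate check. The control was sampled before water was withheld, so drought and day of sampling changed together. The authors trimmed the reads, removed duplicate reads and mapped the rest to 44553 rice gene sequences, whose lengths include introns, and to noncoding RNA sequences, of which 254 are pre-miRNAs. The deposited tables hold the number of reads mapped to each sequence. Reads mapped to genes numbered 56727328 in the control and 52626188, 60322263 and 56909968 at 1, 2 and 3 d. Reads mapped to noncoding RNA sequences numbered 34061, 36481, 35117 and 28354 in the same order. The median number of reads per transcript fell from 249 in the control to 237, 175 and 98.
For each transcript the read count was divided by all reads mapped to genes in the same library (given as CPM), the result was divided by the control value and the log2 ratio was taken where both libraries had reads. Transcripts with a log2 ratio of at least 1 or at most −1 were called up- or down-regulated. The 95% interval of each ratio is the exact (Clopper-Pearson) interval of the share of the 2 read counts, and intervals and floors cover counting error only. A count of 0 was taken as up to 3 reads, which is 0.0529, 0.0570, 0.0497 and 0.0527 CPM in the 4 libraries. The other count was taken as it stands, so a fold against 0 leaves out the counting error of that count. The deposited log2 ratios are ratios of the read counts without correction for depth, and this setting is named no scaling. Factors from edgeR TMM and from the DESeq2 median of ratios were tried as well. The libraries were strand-specific, but the paper's text does not say whether strand was used in counting, so antisense or overlapping transcripts and transcripts of 1 locus may share reads. Identifiers are written as in the paper, with g where the deposited table has t.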

Sequence read information is summarized in Additional file 1: Table S1. Approximately 492 million single-end sequence reads were obtained and after quality trimming a total of 254 million sequence reads remained, corresponding to 24,667,603,889 bp (49 %). A flow chart of the sequencing process is shown in Additional file 2: Figure S1. A total of 81 % of the reads could be mapped to predicted gene regions. Raw sequence reads were trimmed to remove adaptor sequences and those with a quality lower than Q20 were also removed using the clc mapping tool (clc_ref_assemble 6 in the CLC ASSEMBLY CELL package).

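Leaves that lose water shut down photosynthesis and growth and turn to protective proteins and osmolytes, and such a change of programme can reach most of the genome. In the RNA-seq libraries it came in steps. The median log2 ratio over 31504 loci, taking 1 transcript per locus with at least 10 reads, was 0.03 at 1 d with quartiles of −0.20 and 0.29. At 2 d the median was −0.41 with quartiles of −1.47 and 0.67, and at 3 d it was −0.86 with quartiles of −2.39 and 0.67. There were 1.79 down-regulated transcripts per up-regulated transcript at 2 d and 2.32 at 3 d. The excess of falls depends on the scaling. With edgeR TMM the ratio was 1.11 at 2 d and 1.14 at 3 d, and with the DESeq2 median of ratios it was 1.05 and 0.987. These scalings assume that most transcripts do not change and raise every log2 ratio, by 0.33 and 0.36 at 2 d and by 0.71 and 0.86 at 3 d. For groups of genes the difference from the median of all loci is therefore given, which no scaling changes.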

Drought responsive genes were defined those that were differentially expressed between well-watered and drought-treated leaves, and we observed that among these genes, approximately twice as many were down-regulated by drought as were up-regulated in the 2 d and 3 d samples (Additional file 3: Figure S2). 

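At a soil moisture of 40% the median of LEA genes lay above that of all loci, while photosynthesis genes as a group stayed close to all loci. Among genes grouped by words in the annotation, late embryogenesis abundant (LEA) and dehydrin genes had a median log2 ratio of 0.84 above that of all loci at 1 d, higher than in all 10000 random lists of the same size and like expression. The lists of WRKY and NAC transcription factor genes lay at −0.28 and −0.24 relative to all loci, lower than in every random list. The NAC list, made from words, also holds a nascent polypeptide-associated complex gene. Photosystem, light harvesting and Rubisco genes lay at −0.04 relative to all loci, at the 38.0th percentile of the random lists.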

Far fewer genes were up-regulated in the 1 d sample. 

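The strongest early falls included genes for DRE-binding transcription factors, which switch on other genes under cold and water loss. Early rises included genes for an AP2 domain protein and an auxin-responsive protein. CRT/DRE binding factor 1 (Os02g0677300-02) had 452, 2, 60 and 44 reads in the control and at 1, 2 and 3 d, a log2 ratio of −7.71 (−10.76 to −5.85) at 1 d. Dehydration-responsive element-binding protein 1B (Os09g0522000-01) and 1A (Os09g0522200-01) had log2 ratios of −5.10 and −4.85. A Tify domain protein (Os10g0391400-01) fell to −5.39 at 1 d and stood at 1.33 at 3 d, and cytochrome P450 CYP94C20 (Os12g0150200-01) went from −4.28 to 2.86. An AP2 domain protein (Os03g0183200-01) rose by a log2 ratio of 3.04 at 1 d. The auxin-responsive SAUR33 (Os09g0437100-00) had 1 read in the control and 9 at 1 d, a log2 ratio of 3.28 (0.43 to 8.73). At 1 d, 2170 transcripts were up- and 1668 down-regulated of 38747 with reads in both libraries. Without scaling the counts were 1963 and 2286, so the share of rises among changed transcripts went from 56.5% to 46.2%. Fewer than 10 reads in both libraries together lay behind 640 (29.5%) of the rises and 290 (17.4%) of the falls. Libraries simulated from 1 unchanged profile, counted in the same way over transcripts with reads in both libraries, gave 881 rises and 701 falls at 1 d from counting error. The counting interval excluded no change for 1172 rises and 1102 falls.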

Of the 44,553 genes that could be annotated using the RAP-DB database (http://rapdb.dna.affrc.go.jp), 1,963 and 2,286 were up- and down-regulated, respectively, by more than 2-fold upon drought treatment for 1 d. Similarly, 8,070 and 12,518 genes were up- and down-regulated, respectively, after 2 d, and 7,888 and 17,746 genes, respectively, after 3 d. 

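From a soil moisture of 10% on, the genes of the chloroplast and of protein synthesis fell together. Light harvesting, chlorophyll synthesis, ribosomes of plastid and cytosol and the pentatricopeptide repeat proteins that process organelle RNA all lost transcripts, and resistance and receptor-like kinase genes fell with them. At 2 d, 7370 transcripts were up- and 13205 down-regulated of 38364 with reads in both libraries, and at 3 d 7655 and 17760 of 37883. With edgeR TMM the counts were 9392 and 10412 at 2 d and 11401 and 13050 at 3 d, and with the DESeq2 median of ratios they were 9663 and 10148 and then 12309 and 12151. The share of rises among changed transcripts at 3 d was thus 30.1%, against 46.6% and 50.3% under these 2 scalings, and at 2 d it was 35.8% against 47.4% and 48.8%.

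**Figure D1:**
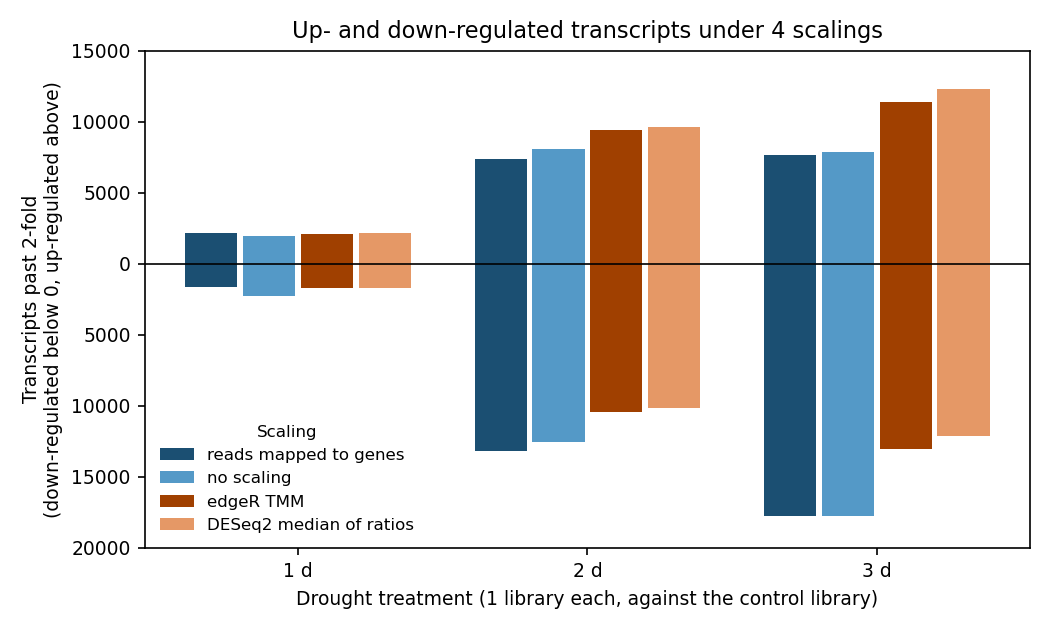
Number of transcripts up- or down-regulated by more than 2-fold at 1, 2 and 3 d under each scaling between libraries. Scaled to mapped reads, falls exceed rises at 3 d, 17760 against 7655, and with the DESeq2 median of ratios they do not, 12151 against 12309.

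At 3 d, 58 of 71 photosystem, light harvesting and Rubisco loci were down-regulated and 3 up-regulated, with a median of −3.21 relative to all loci. Of 17 chlorophyll synthesis loci, 16 were down-regulated (relative median −3.25). Of 58 plastid ribosomal protein loci, 53 were down-regulated (relative median −2.30), and of 170 cytosolic ribosomal protein loci, 127 (relative median −0.55). Of 332 pentatricopeptide repeat loci, 274 were down-regulated and 16 up-regulated (relative median −1.92), and of 316 NB-ARC and NBS-LRR resistance loci, 218 and 29 (relative median −1.50). The relative medians of these 6 groups lay below those of all random lists. Of 89 wall-associated and receptor-like kinase loci, 54 were down- and 15 up-regulated (relative median −0.76, 1.58th percentile). The medians of all 7 groups stayed negative under every scaling. With 23 NB-ARC and NBS-LRR loci that had reads in only 1 of the libraries set at their bound, the median of that group went from −2.36 to −2.30. The type I chlorophyll a/b-binding protein (Os01g0720500-01) had 12520 reads in the control and 27 at 3 d, a log2 ratio of −8.86 (−9.46 to −8.32). The light harvesting protein CP24 (Os04g0457000-01) fell by 8.75 and magnesium-chelatase subunit H (Os03g0323200-01) by 6.80 on the log2 scale. Protochlorophyllide reductase B (Os10g0496900-01) fell by 6.27, plastid-specific 30S ribosomal protein 2 (Os09g0279500-01) by 7.31 and 60S ribosomal protein L13a (Os11g0425800-01) by 4.59. A pentatricopeptide repeat gene (Os02g0529900-01) went from 1303 reads to 1, a log2 ratio of −10.35 (−15.66 to −7.87), and another (Os10g0501000-01) from 1168 to 10, −6.87. An NBS-LRR resistance gene (Os06g0287700-01), 1 of 3 transcripts of its locus, had a log2 ratio of −8.32, and a receptor protein kinase (Os07g0628700-01) went from 59223 to 292 reads, −7.67.

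**Figure D2:**
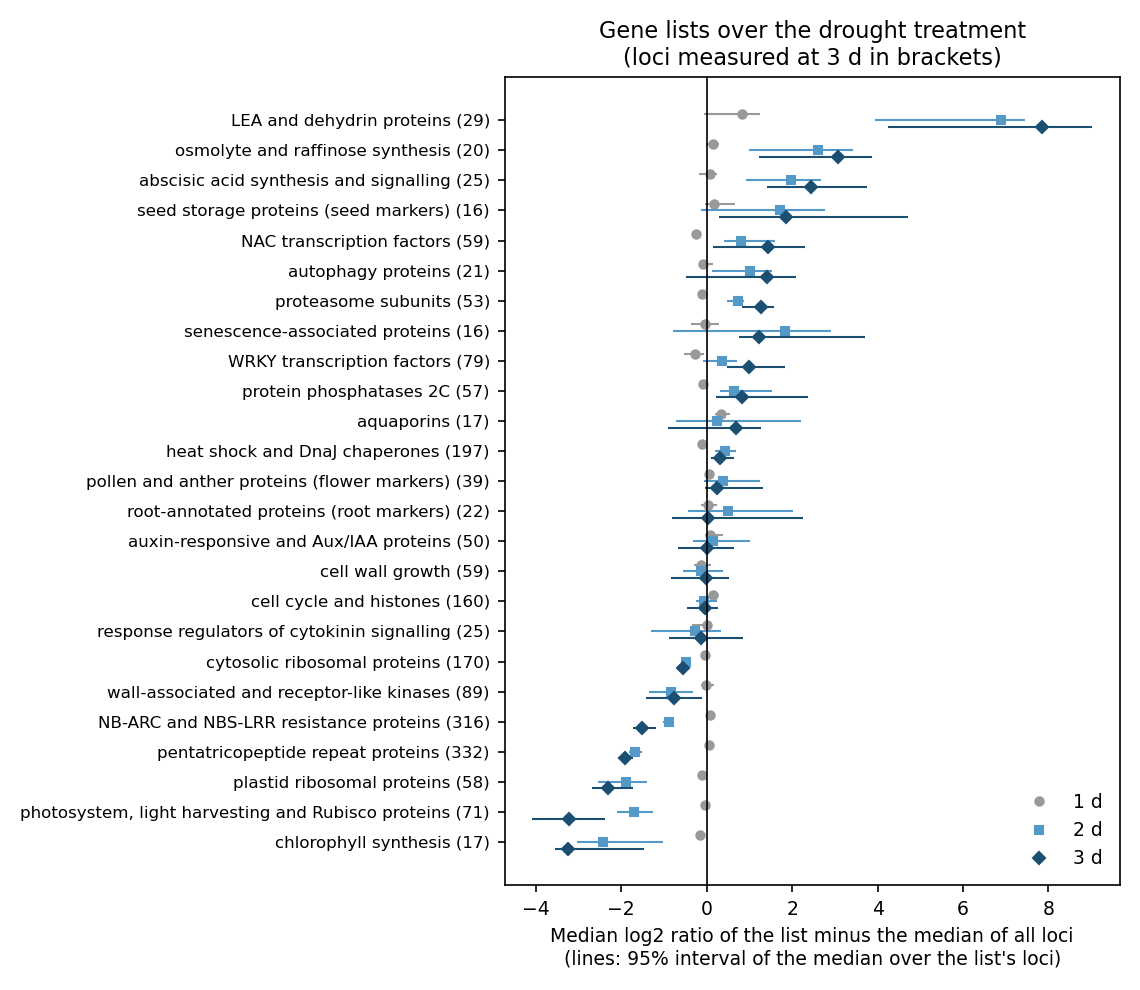
Median log2 ratio of gene groups relative to the median of all loci at 1, 2 and 3 d of drought. LEA and dehydrin genes rise to 7.86 above all loci at 3 d, and chlorophyll synthesis genes fall to −3.25.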

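Genes that change at 1 d and keep their direction mark the part of the response that starts early and lasts. The NAC-domain protein Os11g0126900-01, annotated with drought tolerance, had 26, 169, 9225 and 3414 reads in the control and at 1, 2 and 3 d, which gave log2 ratios of 2.81, 8.38 and 7.03. Of the transcripts with reads in all 4 libraries, 833 were up- and 376 down-regulated on all 3 days. Under independence of the days 66.1 and 230.3 would be shared. The days share 1 control library, so a low or high control count alone moves all 3 ratios, and simulated libraries with no change gave 166 and 78.9 transcripts. Part of the excess may therefore come from the shared control. The simulation had no change on any day and drew each transcript at its mean level over the 4 libraries. A transcript that changed at 2 d and 3 d needs only a 1 d call from counting error to be counted here. The simulated counts therefore cannot tell how many of the 833 and 376 changed at 1 d. Of the 833 transcripts, 526 had fewer than 10 reads in the control. With the DESeq2 median of ratios the counts were 994 and 254. Sharing between 2 d and 3 d was wider, with 5453 transcripts up- and 11339 down-regulated on both days, where independence would give 1399 and 5912. The simulated libraries with no change, which share 1 control as well, gave 245 and 241.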

Of the genes identified as differentially expressed between treatments, 853 and 479 were up- and down-regulated, respectively, in all three drought treated samples (Additional file 4: Tabular data 1).

The assembled contigs were annotated using the gene ontology (GO) database BLAST mapping function (BLAST2GO) at the EMBL-EBI website (http://www.ebi.ac.uk/QuickGO/GAnnotation). Additional file 5: Figure S3 shows the genes that could be assigned at least one GO term in the three main GO categories, ‘biological process’, ‘cellular component’ and ‘molecular function’.

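Terms with a high share of falls included photosynthesis, translation and RNA processing, and response to stress was a term with a high share of rises. In the deposited table 20886 of 44553 transcripts (46.9%) carried a GO term, 13170 (29.6%) in biological process, 5558 (12.5%) in cellular component and 19128 (42.9%) in molecular function. Of the transcripts up-regulated at 3 d 49.8% carried a term, and of those down-regulated 47.1%. Terms with at least 50 loci were compared with the 31482 loci with reads in both libraries, of which 20.8% were up- and 47.0% down-regulated at 3 d. Of 63 loci with the term response to stress 34 were up- and 11 down-regulated. Of 61 photosynthesis loci 49 (80.3%) were down-regulated, of 314 translation loci 248 (79.0%), and of 68 RNA processing loci 53 (77.9%). Defense response had 181 of 247 loci (73.3%) down-regulated and ADP binding 220 of 312 (70.5%). Carbohydrate metabolic process went both ways, with 125 loci up- and 138 down-regulated of 389.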

### Drought-responsive miRNAs and their candidate target genes

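Pre-miRNAs are short-lived hairpin transcripts, and few of their reads reach an RNA-seq library. The 254 pre-miRNA sequences took 22378 reads in the control and 24328, 24873 and 17814 at 1, 2 and 3 d. At least 1 read in any library was found for 173 pre-miRNAs, of which 85 had more than 100 reads over the 4 libraries and 40 had fewer than 10. With reads in both and at least 10 reads together in the control and a drought library, 127 pre-miRNAs remained. The 91 mature miRNA entries of the same reference had no reads in any library. The paper measured mature miRNAs by stem-loop qRT-PCR, so this lack of reads does not show that they were absent.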

To date, 592 rice miRNA precursors (pre-miRNAs) encoding 713 mature miRNAs have been reported (www.mirbase.org), and in this current study we identified a total of 113 pre-miRNAs in the RNA-seq data sets. Of those, 26 pre-miRNAs were constitutively expressed under both normal and drought conditions at high levels, whereas 21 pre-miRNAs were expressed at low levels (Additional file 6: Table S3). In addition, the expression levels of 24 pre-miRNAs increased considerably upon exposure to drought stress conditions, while those of 42 were substantially decreased (Additional file 7: Table S2). These drought-responsive miRNAs and their putative target genes, predicted by the web tool psRNATarget (http://plantgrn.noble.org/psRNATarget/), are listed in Additional file 8: Tabular data 2. 

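The 26 pre-miRNAs of the constitutive group had a median of 315 reads over the 4 libraries. Of the 24 with reads in both libraries none changed by more than 2-fold at 3 d when scaled to mapped reads, while 6 rose with edgeR TMM and 8 with the DESeq2 median of ratios. The other 2 had no reads at 3 d. Pre-miR820b went from 35 reads in the control to 0, which is 11.7-fold lower with the 0 taken as 3 reads, and pre-miR394 went from 6 to 0. Of 20 distinct pre-miRNAs of the low group, 18 had fewer than 10 reads in total, which leaves most changes in them undetectable at this depth. With the control count of 0 taken as 3 reads, pre-miR164b, with 0, 7, 1 and 0 reads, was 2.52-fold higher at 1 d. Pre-miR419, with 0, 14, 4 and 0 reads, was 5.03-fold higher on the same terms. Reads were also found for 61 pre-miRNAs outside the listed groups, which took 53572 of the 89393 pre-miRNA reads. The highest was miR-442 with 2886, 3571, 2577 and 1721 reads in the control and at 1, 2 and 3 d.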

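The balance of rises and falls among pre-miRNAs depends on the scaling. Of all pre-miRNAs with reads, 31 were up- and 52 down-regulated by more than 2-fold on at least 1 day, 4 of them in both directions. With edgeR TMM 50 were up- and 33 down-regulated, and with the DESeq2 median of ratios 54 and 30. Scaled to the reads mapped to noncoding RNA the counts were 31 and 45. At 3 d, 11 were up- and 47 down-regulated of 123 with reads in both libraries, but 27 and 24 with edgeR TMM and 33 and 22 with the DESeq2 median of ratios. Of the 24 pre-miRNAs in the paper's increased group, 17 were up-regulated on at least 1 day, and 8 had fewer than 10 reads in total. Only 13 of the 24 had reads in both the control and 3 d, since 5 had none in the control and 6 none at 3 d. Of these 13, 9 were up-regulated at 3 d (11 with edgeR TMM and 11 with the DESeq2 median of ratios). Of the 42 in its decreased group, 36 were down-regulated on at least 1 day. Both libraries had reads for 34 of the 42 at 3 d. Of these 34, 33 were down-regulated, but 24 with edgeR TMM and 22 with the DESeq2 median of ratios. The other 8 had no reads at 3 d, so they have no ratio and are not counted as falls. Pre-miR415 had 32, 15, 22 and 209 reads in the 4 libraries, a log2 ratio of 2.70 (2.16 to 3.29) at 3 d. Pre-miR530 went from 204 to 60, 33 and 12 reads, a log2 ratio of −4.09 at 3 d.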

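If a miRNA cleaves its target, the target transcript falls when the miRNA rises. The predicted targets in the paper's Tabular data 2 gave 652 pairs of 53 pre-miRNAs and 360 target transcripts, of which 567 pairs had reads for both partners in the control and at 3 d. The 9 pre-miRNAs that rose by more than 2-fold at 3 d had 69 measured pairs. In 37 of them the target fell and in 14 it rose by more than 2-fold. With edgeR TMM 36 fell and 22 rose of 84, and with the DESeq2 median of ratios 35 and 22. Of all transcripts measured 46.9% fell by more than 2-fold at 3 d when scaled to mapped reads. All 9 had at least 1 target that fell. The paper's increased group is wider than these 9. In that group 15 pre-miRNAs had a listed target that fell by more than 2-fold at 3 d, under every scaling. That count takes each listed pre-miRNA whatever its own ratio at 3 d. The pre-miRNAs were selected by the study on these same libraries.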

For 18 of the pre-miRNAs that were highly up-regulated in response to drought stress, their putative target genes showed a concomitant decrease in transcript levels. Conversely, for 20 precursor miRNAs that were strongly down-regulated by the drought treatment, a concomitant increase in transcript levels of their putative target genes was observed (in Additional file 8: Tabular data 2). 

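Targets of falling pre-miRNAs included both rises and falls. The 34 pre-miRNAs that fell by more than 2-fold at 3 d had 425 measured pairs. In 69 of them (16.2%) the target rose by more than 2-fold, and in 225 (52.9%) it fell. Of all transcripts measured 20.2% rose and 46.9% fell by more than 2-fold at 3 d when scaled to mapped reads. A target listed for several pre-miRNAs is counted in each of its pairs. Counted once per locus, 35 of 178 measured loci rose and 91 fell. With edgeR TMM the target rose in 99 and fell in 137 of 308 pairs, and with the DESeq2 median of ratios it rose in 86 and fell in 98 of 238 pairs. At least 1 target rose for 19 of the 34 pre-miRNAs. In the paper's decreased group, whatever the ratio of the pre-miRNA at 3 d, 20 pre-miRNAs had a listed target that rose. With edgeR TMM and with the DESeq2 median of ratios there were 25.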

To validate the RNA-seq results and the inverse correlations in expression levels between the miRNAs and their target genes, qRT-PCR was carried out using total RNAs from control and drought-treated leaves. Expression levels of the miRNAs and their candidate target genes were again seen to be inversely correlated (Fig. 2), consistent with their expected function in cleaving the target mRNAs. qRT-PCR was also used to determine the correlation in expression of the precursor and mature miRNAs, and we observed that the expression patterns of the drought-responsive miR171f-5p, miR399k, miR818b and miR156d precursors correlated well with those of the mature miRNAs (Fig. 2a). Interestingly, while pre-miR171f and miR171f-5p showed a drought-inducible expression pattern, the expression of miR171f-3p, which is another mature miRNA derived from pre-miR171f, was affected by drought. However, this could be due to the fact that the miR171f-3p sequence is also encoded by other members of the miR171 family, such as pre-miR171b, pre-miR171c, pre-miR171e and pre-miR171f, which are also not responsive to drought. It is also possible that processing of pre-miR171f to generate miR171-5p or miR171-3p is differentially regulated by drought. 

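Among miR171 precursors with reads in both libraries compared, only pre-miR171f rose by more than 2-fold. It had 1, 10, 13 and 25 reads in the control and at 1, 2 and 3 d, a log2 ratio of 4.64 (2.03 to 10.00) at 3 d, and the wide interval comes from the single control read. Pre-miR171e had 6, 11, 2 and 3 reads, a log2 ratio of 0.98 at 1 d and of −1.00 (−3.63 to 1.22) at 3 d. Pre-miR171c had 2 reads at 2 d and no others. Pre-miR171b and the other 5 of the 9 miR171 precursors had no reads in any library. Pre-miR171e was past 2-fold down at 2 d and 3 d when scaled to mapped reads, but at 3 d it stood at −0.29 with edgeR TMM and −0.14 with the DESeq2 median of ratios. Changes of pre-miR171b and pre-miR171c were not detectable at this depth.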

Since miR-171f-5p and miR-171f-3p have different sets of target genes, we measured the expression levels of the miR171f precursor and the putative target transcripts (Os03g0828701-00 and Os12g0571900-01 for miR-171f-5p; Os09g0555600-01 and Os05g0417100-01 for miR-171f-3p) in various rice tissues at different developmental stages by qRT-PCR (Fig. 3) [28]. The precursor miR-171f accumulated at high levels in roots, coleoptiles and flowers. Conversely, transcripts of Os03g0828701-00, a target of miR-171f-5p, were observed in leaves, but not in roots and flowers. Thus, the expression pattern of the miR-171f precursor has an inverse correlation with that of its corresponding target gene, Os03g0828701-00, but not with the other predicted target genes, Os12g0571900-01, Os09g0555600-01 and Os05g0417100-01. Considering the results presented in Figs. 2 and 3, we concluded that miR-171f-5p is drought-responsive, with Os03g0828701-00 being a likely target gene.

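Os03g0828701-00 is annotated as a non-protein coding transcript. It had 82, 57, 32 and 9 reads in the control and at 1, 2 and 3 d, and its log2 ratio went from −0.42 (−0.93 to 0.09) at 1 d to −1.45 at 2 d and −3.19 (−4.37 to −2.20) at 3 d. The 3 other targets measured beside it fell in the leaf libraries too. Os12g0571900-01, a tetratricopeptide-like protein, had a log2 ratio of −2.52 at 3 d, the MORN motif protein Os09g0555600-01 −5.08 and the peptidase Os05g0417100-01 −3.38. These falls are larger than the fall of the median of all loci and kept their direction under every scaling. They are the only 4 that fell by more than 2-fold at 3 d of the 12 measured targets of pre-miR171f, while 1 rose and 7 did neither, and the median of the 12 was −0.36.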

**Fig. 2:**
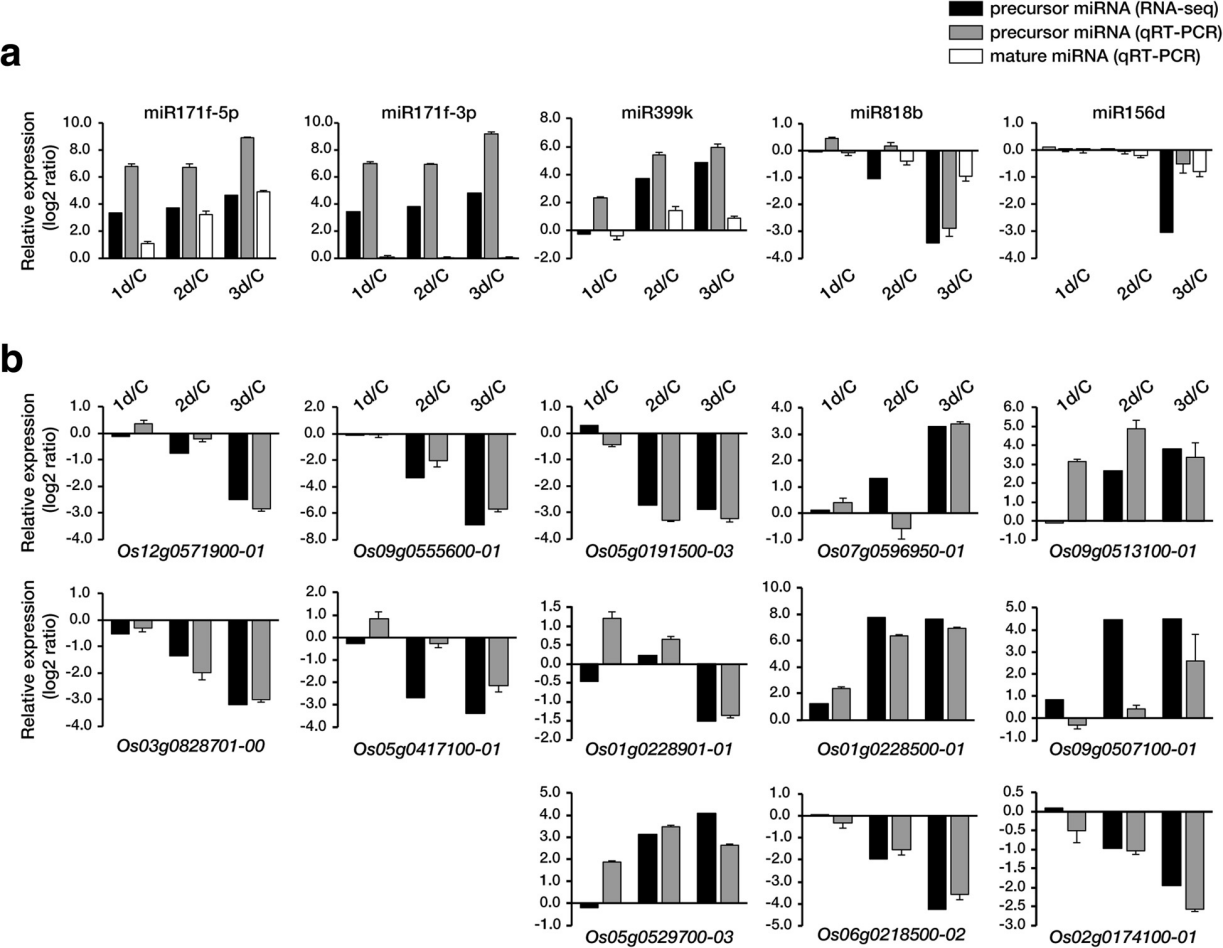
qRT-PCR confirmation of RNA-seq results examining gene expression in leaves from plants grown under well-watered and drought conditions. Changes in expression of precursor miRNAs, mature miRNAs (**a**) and putative target genes (**b**) as determined by qRT-PCR and compared with the RNA-seq data. The target genes of the miRNAs were predicted using the web tool, psRNATarget (http://plantgrn.noble.org/psRNATarget/). Bar indicated as mean values ± SD (standard deviation) of three independent experiments

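The pairs in the figure were picked by the paper. Over all listed pairs 106 moved against the pre-miRNA and 239 with it by more than 2-fold at 3 d when scaled to mapped reads. With edgeR TMM 135 moved against and 159 with it, and with the DESeq2 median of ratios 121 and 120. Of the 13 pairs of a pre-miRNA and a target in the figure, 10 moved in opposite directions and 3 in the same direction at 3 d, under every scaling tried. Pre-miR399k rose while its targets Os05g0191500-03 and Os01g0228901-01 had log2 ratios of −2.90 and −1.52, the latter −0.81 with edgeR TMM and −0.66 with the DESeq2 median of ratios. Its target Os05g0529700-03, a DnaJ family protein, rose with it (4.08). Pre-miR818b had 599, 590, 289 and 56 reads in the 4 libraries, a log2 ratio of −3.42 (−3.85 to −3.03) at 3 d. Its targets Os07g0596950-01 and the Harpin-induced 1 domain protein Os01g0228500-01 rose (3.29 and 7.65), and the MCM family protein Os06g0218500-02 fell with it (−4.24). Pre-miR156d fell while phospholipase A1 (Os09g0513100-01) and squamosa-promoter binding-like protein 11 (Os09g0507100-00) rose (3.81 and 4.48), and squamosa promoter-binding-like protein 4 (Os02g0174100-01) fell with it (−1.96).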

**Fig. 3:**
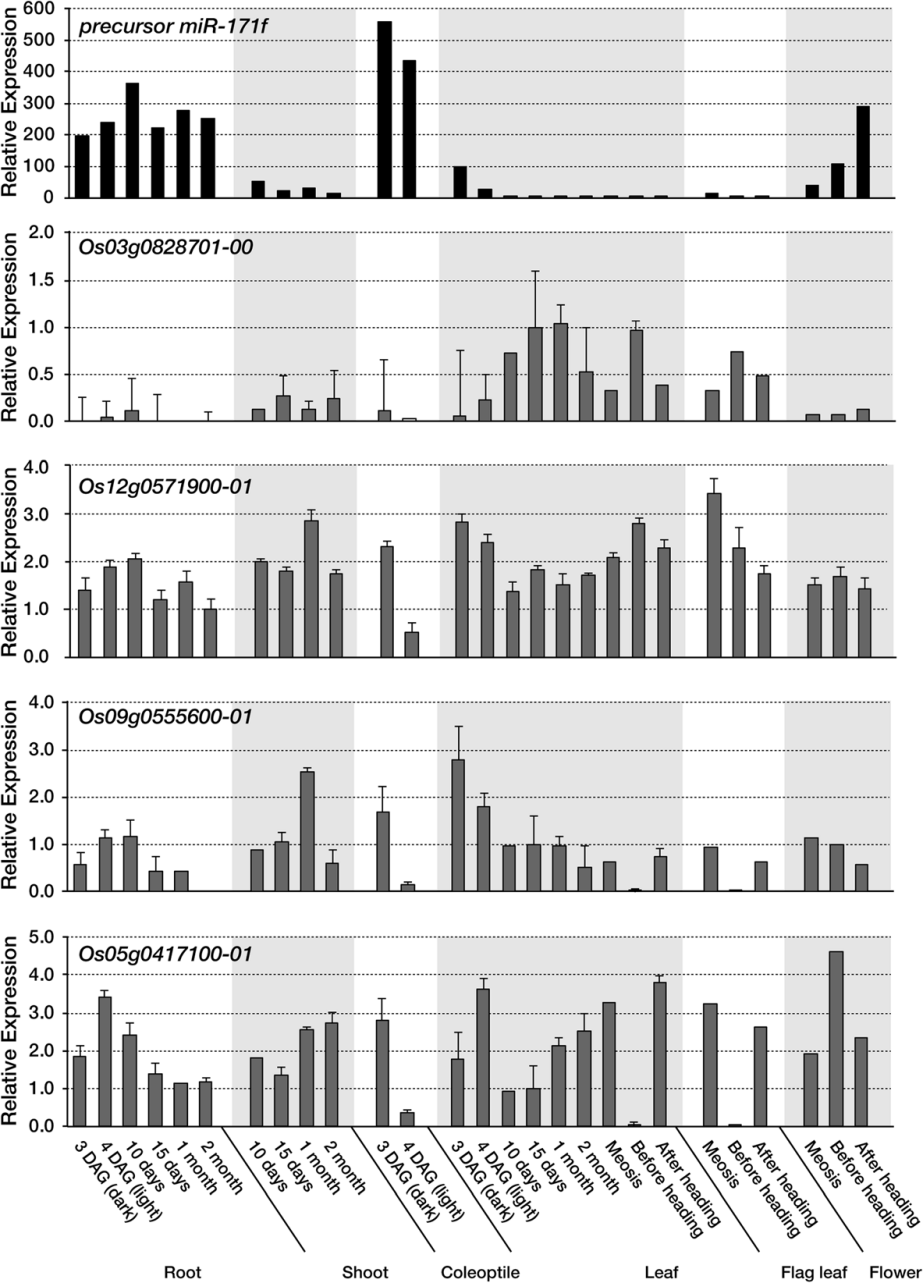
Expression analysis of the drought-responsive miRNA precursor miR-171f and its putative target genes (Os03g0828701-00, Os12g0571900-01, Os09g0555600-01 and Os05g0417100-01) in various plant tissues at different developmental stages. Rice seeds were germinated and grown on MS (Murashige and Skoog) medium in the dark for 3 d (3 DAG, day after germination) and then in the light for 1 d at 28 °C (4 DAG). Seedlings were then transplanted into soil pots, and grown in the greenhouse for 10 d, 15 d, 1 month and 2 month until meiosis (meiosis), just prior to heading (before heading, BH) and right after heading (after heading, AH). qRT-PCR analyses of each gene were performed with the indicated tissues at the different developmental stages. Rice *Ubi1* (AK121590) was used as an internal control. C, coleoptiles; R, roots; L, leaves; FL, flag leaves; F, flowers (panicles). Bar indicated as mean values ± SD (standard deviation) of three independent experiments

Parallel Analysis of RNA Ends (PARE), also known as RNA degradome analysis, enables high-throughput miRNA target identification. To validate predicted targets of the drought-responsive miRNAs, rice PARE data were obtained from the NCBI Gene Expression Omnibus with accession numbers GSM455938, GSM455939, GSM476257 and GSM434596 (http://www.ncbi.nlm.nih.gov/geo/) [29]. PARE sequences matching to cleavage products, starting between base 10 and 11 from the 5′ end of the predicted miRNA pairing, were considered to be evidence of miRNA-guided cleavage (Table 1). In total, 32 target cleavages guided by 21 drought-responsive miRNAs were identified.

**Table 1:** Drought responsive precursor miRNAs with their candidate target genes and their expression patterns

Gene ID	^a^RPKM				^b^Log2 Ratio			^c^Mature miRNA/target sequence	^d^PARE sequence	PARE libraries			
	C	d1	d2	d3	1d/C	2d/C	3d/C			^e^A	^f^B	^g^C	^h^D
Inducible miRNAs/targets													
miR-399k	119,291	99,410	1,530,906	3,519,097	−0.26	3.68	4.88	3′-GCCCCGUUUAAAGGAAACCGU-5′					
Os05g0557700-01	25,889	23,611	8,802	9,104	−0.13	−1.56	−1.51	737-CUGGGCAAAUCUCCUUUGGCA-757	TCCTTTGGCAAAATACCTAT	0	0	1	1
miR-415	234,165	109,765	160,988	1,529,388	−1.09	−0.54	2.71	3′-GACGAGACGAAGACAAGACAA-5′					
Os04g0550200-01	9,337	2,36	1,749	273	−1.98	−2.42	−5.10	789-UUACUCUGCUUCUGCUCUGUU-809	CTGCTCTGTTCTCTTTCTTC	0	0	0	1
Os10g0500500-01	13,806	11,519	7,428	3,613	−0.26	−0.89	−1.93	976-UGCUCUGCAUUUCUUCUGUU-995	TTCTTCTGTTACTCATTCGA	0	2	0	0
miR-168a	329,822	678,870	1,513,995	981,069	0.11	1.27	0.64	3′-AGGGCUAGACGUGGUUCGCU-5′					
Os02g0831600-01	5,715	5,283	1,584	687	−0.11	−1.85	−3.06	446-UCCCGAGCUGCGCCAAGCAA-465	CGCCAAGCAATAATGGAAGC	0	0	2	7
Os03g0687000-02	11,281	10,412	3,293	1,896	−0.12	−1.78	−2.57	1807-UCAUGAUCUGCGCCAAGUGG-1826	CGCCAAGTGGTACAGGTTCA	0	0	0	1
Os03g0687000-01	9,006	8,713	2,571	1,591	−0.05	−1.81	−2.50	1905-UCAUGAUCUGCGCCAAGUGG-1924	CGCCAAGTGGTACAGGTTCA	0	0	0	1
miR-821c	27,730	47,537	376,336	364,452	0.78	3.76	3.72	3′-AGUUGAAAAAACAACUACUGAA-5′					
Os10g0412600-01	14,944	16,110	4,884	334	0.11	−1.61	−5.48	685-UGAACUUUUUUAUUGGUGAUUC-706	TTGGTGATTCCCTCTAATGT	0	0	0	1
miR-171f-3p	8,297	82,972	107,863	207,429	3.32	3.70	4.64	3′-CUAUAACCGUGCCGAGUUAGU-5′					
Os09g0555600-01	2,031	1,926	380	60	−0.08	−2.42	−5.07	1488-GGUAUUGGCAUUGCUCAAUUA-1508	TGCTCAATTATGGGCTAAAG	0	0	0	1
miR-816	150,534	95,795	301,069	136,849	−0.65	1.00	−0.14	3′-CAACAUCAUUUUAUACAGUG-5′					
Os01g0338100-00	1,722	1,227	701	534	−0.49	−1.30	−1.69	277-AUUGUUGUAGAAUAUGUCAC-296	AATATGTCACTGACCTGGTC	0	0	0	1
miR-166c-5p	16,860	50,580	25,290	42,150	1.58	0.58	1.32	3′-GAGCCUGGUCUGUUGUAAGG-5′					
Os03g0823100-01	41,418	36,220	21,357	6,526	−0.19	−0.96	−2.67	784-CUUGGACCAGCCAAUAUUUU-803	CCAATATTTTCCTTCTATTT	0	0	1	1
miR-166c-3p	16,860	50,580	25,290	42,150	1.58	0.58	1.32	3′-CCCUUACUUCGGACCAGGCU-5′					
Os12g0612700-01	667	751	573	121	0.17	−0.22	−2.47	874-UGGGAUGAAGCCUGGUCCGG-893	CCTGGTCCGGATTCCATTGG	0	0	53	73
miR-167g	-	25,701	89,953	12,850	-	-	-	3′-GUCUAGUACGACCGUCGAAGU-5′					
miR-167b	6,465		19,394	12,929	- -	1.58	1.00	3′-UCUAGUACGACCGUCGAAGU-5′					
Os06g0129100-01	21,789	14,688	2,477	275	−0.57	−3.14	−6.31	1085-UGUUCAUGCCGGCAGCUUCA-1104	GGCAGCTTCAGGCTCCAGGT	0	0	0	10
Os07g0481400-01	10,354	8,139	4,789	1,387	−0.35	−1.11	−2.90	2770-UAGAUCAUGCUGACAGCCUCA-2790	GACAGCCTCAAAACAATTGA	0	0	1	6
miR-159b	11,210	67,260	67,260	-	2.58	2.58	-	3′-GUCUCGAGGGAAGUUAGGUUU-5′					
Os06g0605600-01	3,381	3,623	4,557	934	0.10	0.43	−1.86	403-UAGAGCUCCCUUCACUCCAAU-423	TCACTCCAATATCCCAACTA	0	3	0	16
Os03g0683866-00	5,268	5,001	4,429	1,662	−0.07	−0.25	−1.66	1320-UAAAGCUGCCUUCAGUCCAGA-1340	TCAGTCCAGAATATGGGCTT	0	0	0	1
miR-159f	5,605	11,210	28,025	-	1.00	2.32	- -	3′-AUCUCGAGGGAAGUUAGGUUC-5′					
Os06g0605600-01	3,381	3,623	4,557	934	0.10	0.43	−1.86	403-UAGAGCUCCCUUCACUCCAAU-423	TCACTCCAATATCCCAACTA	0	3	0	16
miR-169f	-	6,198	43,389	198,351	- -	- -	- -	3′-AUCCGUUCAGUAGGAACCGAU-5′					
Os02g0776400-01	1,807	1,507	469,	60	−0.26	−1.94	−4.91	983-UAGGCAAUUCAUCCUUGGCUU-1003	TCCTTGGCTTAAGTTTCATG	6	5	6	66
Os03g0411100-01	12,413	14,677	4,257	2,061	0.24	−1.54	−2.59	1242-UGGCAAUUCAUCCUUGGCUU-1261	TCCTTGGCTTATGAAGTATC	28	42	37	156
miR-156i	-	-	23,416	23,416	- -	- -	- -	3′-CACGAGUGAGAGAAGACAGU-5′					
Os06g0663500-00	3,829	3,070	3,323	867	−0.32	−0.20	−2.14	749-GUGCUCUCUCUCUUCUGUCA-768	TCTTCTGTCAGCTAGTTCAA	0	5	1	35
Os02g0174100-01	2,114	2,279	1,071	564	0.11	−0.98	−1.95	2221-GUGCUCUCUCUCUUCUGUCA-2240	TCTTCTGTCATCTAGTTCTT	0	2	0	11
Os02g0139400-01	13,403	16,632	13,100	1,392	0.31	−0.03	−3.27	1869-AUGCUCUCUCUCUUCUGUCA-1888	TCTTCTGTCAATCGATTCAG	0	5	25	34
Repressible miRNAs / targets													
miR-530	1,433,087	241,496	231,823	84,299	−1.77	−2.63	−4.09	3′-AUCCACGUCCACGUUUACGU-5′					
Os04g0603200-01	28,344	24,091	55,324	69,156	−0.23	0.96	1.29	653-CAGAUGAAGGUGCAAAUGCA-672	TGCAAATGCAGGAGCTGTAA	0	0	0	1
Os03g0296700-02	334	434	534	568	0.38	0.68	0.77	440-UGGAUGCUGGUGCAGAUGCA-459	TGCAGATGCACCGTTCTGAT	0	0	1	0
miR-399e	169,670	107,160	17,860	8,930	−0.66	−3.25	−4.25	3′-CCCGUUUAGAGG-AAACCGU-5′					
Os04g0415000-01	5,599	8,625	25,400	18,132	0.62	2.18	1.70	491-GGGCAAUUCUCCGUUUGGCA-510	CCGTTTGGCAGAAGATCAAC	0	0	0	1
miR-156f	1,501,297	1,370,996	657,172	436,226	−0.13	−1.19	−1.78	3′-CACGAGUGAGAGAAGACAGU-5′					
miR-156d	1,070,078	1,159,932	1,110,921	130,697	0.12	0.05	−3.03	3′-CACGAGUGAGAGAAGACAGU-5′					
miR-156g	136,247	364,020	657,790	19,159	0.09	−0.45	−1.91	3′-CACGAGUGAGAGAAGACAGU-5′					
miR-156j	351,247	364,020	657,790	19,159	0.05	0.91	−4.20	3′-CACGAGUGAGAGAAGACAGU-5′					
Os01g0922600-01	1,610	2,024	20,929	4,295	0.33	3.70	1.42	620-GUGCUCUCUCUCUUCUGUCA-639	TCTTCTGTCAGACAACCCCA	0	0	2	19
Os09g0507100-00	42	75	941	950	0.83	4.47	4.49	1034-GUGCUCUCUCUCUUCUGUCA-1053	TCTTCTGTCATCCCCGGCCA	0	0	2	1
miR-815a	25,391	-	12,696	12,696	-	−1.00	−1.00	3′-GGUUAGAGGAGUUAGGGGAA-5′					
miR-815c	511,525	531,986	225,071	71,613	0.06	−1.18	−2.84	3′-GGUUAGAGGAGUUAGGGGAA-5′					
Os08g0465800-01	9,970	9,526	61,668	74,744	−0.07	2.63	2.91	1896-CCAAUCUCCUUCCUCCUCUU-1915	TCCTCCTCTTTTTAATCTCT	0	0	0	1
miR-159a	395,153	360,286	96,851	65,859	−0.13	−2.03	−2.58	3′-UCUCGAGGGAAGUUAGGUUU-5′					
Os03g0331700-02	7,076	3,394	22,641	50,780	−1.06	1.68	2.84	1513-UGAGUUCCCUUCAUUCCAAA-1532	TCATTCCAAAAGCTTAATTG	0	0	0	1
miR-393b	151,675	175,623	127,726	31,932	0.21	−0.25	−2.25	3′-UAGUUACGCUAGGGAAACCU-5′					
Os05g0150500-00	5,537	4,773	20,300	36,796	−0.21	1.87	2.27	1556-GACAAUGCGAUCCCUUUGGA-1575	TCCCTTTGGATGTCGTCGTG	16	18	88	655
miR-528	227,512	287,384	23,949	-	0.34	−3.25	-	3′-GAGGAGACGUACGGGGAAGGU-5′					
Os07g0570550-00	290	522	1,334	1,566	0.85	2.20	2.43	180-CUCCUCUGC-UGCCCCUUCCA-199	GCCCCTTCCATGGCGCCCGC	0	0	205	0
miR-166d	92,729	33,720	84,299	16,860	−1.46	−0.14	−2.46	3′-CCCUUACUUCGGACCAGGCU-5′					
Os03g0640800-01	1,189	1,224	4,376	8,977	0.04	1.88	2.92	956-UGGGAUGAAGCCUGGUCCGG-975	CCTGGTCCGGATTCCATTGG	0	0	53	73
Os10g0480200-02	1,638	1,282	2,956	3,158	−0.35	0.85	0.95	922-UGGGAUGAAGCCUGGUCCGG-941	CCTGGTCCGGATTCGTTTGG	0	3	12	179

^a^RPKM, Reads Per Kilobase of transcript per Million mapped reads; ^b^log2 ratio, log_2_(drought treatment / control); ^c^bases underlined indicated potential cleavage sites; ^d^PARE sequence matching to cleavage products, starting between base 10 and 11 from the 5′ end of the predicted miRNA pairing; ^e^A (SC938), PARE library of rice wild type seedling degradome, GSM455938 (GEO Accession number); ^f^B (INF939), PARE library of rice wildtype inflorescence degradome, GSM455939; ^g^C (INF9311a), PARE library of rice inflorescence (93-11) wildtype degradome, GSM476257; ^h^D (NPBs), PARE library of rice 3-week-old seedlings wildtype degradome, GSM434596 [29]

### Drought-responsive lncRNAs and their Natural Antisense Transcripts (NATs)

In this study, 98 drought-responsive lncRNAs (31 up- and 67 down-regulated, respectively, with a log_2_ ratio ≥ 2.0 and ≤ −2.0) with over 1 kb in length and their cognate antisense transcripts were identified (Additional file 9: Table S4 and Additional file 10: Tabular data 3). 

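More long noncoding transcripts fell than rose, by a margin that depends on the scaling. The deposited gene table holds 976 non-protein coding transcripts over 1 kb, of which 948 had reads. At a log2 ratio of at least 2 or at most −2 in the 3 d library, 76 were up- and 252 down-regulated. With edgeR TMM the counts were 146 and 182, and with the DESeq2 median of ratios 160 and 164. Over all loci the lower quartile at 3 d was −2.39 and the upper 0.67 when scaled to mapped reads. Falls of this size were thus common among all loci and are not particular to noncoding transcripts. Of 93 distinct lncRNAs in the paper's Table S4, 91 passed this limit in the listed direction at 3 d, 79 with edgeR TMM and 73 with the DESeq2 median of ratios.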

A subset of the lncRNAs comprise the class ‘Natural Antisense Transcripts’ (NATs), which are complementary to other endogenous transcripts of coding or noncoding genes. These can be transcribed in *cis* from the same genomic locus as the target mRNA, or in *trans* from a separate locus. Of the 98 lncRNAs, 58 pairs were determined to be *cis*-NATs, i.e., two or more genes within the NAT pair that are located on the opposite strands of the same genomic locus. 

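Transcripts from opposite strands of a locus can be told apart only by strand-specific counting. Table S4 lists 59 antisense pairs with reads for both partners, and in all 59 both log2 ratios had the same sign at 3 d. The median absolute difference of the log2 ratios was 0.178 (bootstrap 95% interval 0.130 to 0.271), and in 46 pairs (78.0%) the difference lay within the counting interval. The difference exceeded 1 in 3 pairs, those of Os01g0117233-00 (−3.43), Os04g0682051-00 (1.29) and Os05g0125450-00 (−1.27). The first had 1 read at 3 d and a counting interval of −6.29 to −0.56. The last is listed with Os05g0127400-01, which is also listed as the partner of Os05g0127450-00. For 4241 pairs of transcripts of 1 locus, which may share sequence, the median difference was 0.119, and for 6813 pairs of neighbouring protein-coding loci it was 1.61.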

Additional 6 regions of bidirectional transcription were also found, which were arranged in a convergent orientation to the 5′ end or with the 3′ end overlapping. Additionally, 22 intergenic and 5 sense lncRNAs (Additional file 9: Table S4) were identified, and we determined that the expressions of most of the lncRNAs was consistent with expression of the nearby coding or noncoding transcripts, while the expression of two NATs and their candidate target genes were inversely correlated: the NAT Os02g0250700-01 and its candidate target gene Os02g0250600-01 (late embryogenesis abundant protein, LEA), and the NAT Os02g0180800-01 and its target gene Os02g0180700-01 (cinnamoyl-CoA reductase). 

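In the first exception a noncoding transcript falls while a gene for a protective LEA protein rises. Os02g0250700-01 is 17180 nt long and had 4086, 4778, 1776 and 219 reads in the control and at 1, 2 and 3 d. Its log2 ratio was 0.33 at 1 d, −1.29 at 2 d and −4.23 at 3 d. The LEA gene Os02g0250600-01 had 4, 2, 106 and 42 reads and log2 ratios of −0.89, 4.64 and 3.39. The difference between the partners was −7.61 (95% counting interval −9.11 to −6.12) at 3 d. In the second pair Os02g0180800-01, 13244 nt long, had 2341, 2706, 2074 and 294 reads and a log2 ratio of −3.0 at 3 d. The cinnamoyl-CoA reductase gene Os02g0180700-01 had 1418, 956, 3298 and 2833 reads and log2 ratios of −0.46, 1.13 and 0.99. The difference was −3.99 (−4.19 to −3.79) at 3 d, and the reductase stood at 1.70 with edgeR TMM and 1.85 with the DESeq2 median of ratios. Both pairs are among the 6 bidirectional pairs, whose median absolute difference was 1.17. The 6 sense pairs had a median absolute difference of 0.98.

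**Figure D3:**
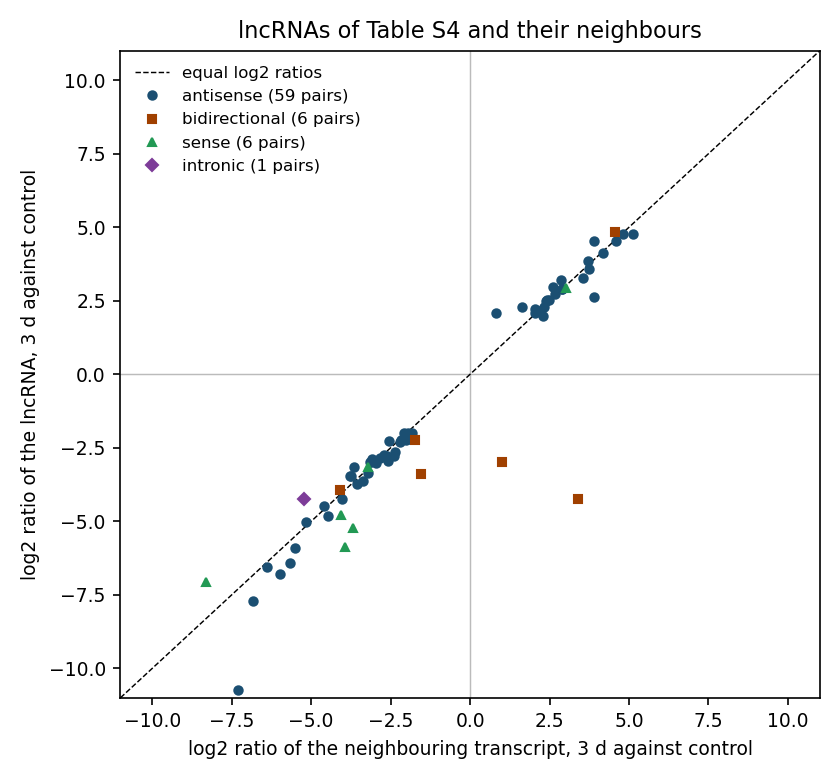
Log2 ratio at 3 d of each listed lncRNA against that of its neighbouring transcript, by class of pair. Of the 59 antisense pairs 56 lie within 1 of the diagonal on the log2 scale, and the 2 named bidirectional pairs lie far from it, with differences of −7.61 and −3.99.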

The former pair shows a head-to-head genomic configuration while the latter shows a tail-to-tail configuration.

## Discussion

Compared with natural drought conditions, where dehydration is typically gradual and progressive, experimental treatments to induce drought are often relatively severe and/or rapid. For example, widely used methods involve air drying with excised leaf disc or treating them with polyethylene glycol [30, 31]. Such treatments are liable to cause osmotic stress rather than drought stress, and indeed it can be difficult to distinguish between these types of stress. In this current study, we sought to analyze the molecular response of rice plants subjected to a mild drought stress, thereby mimicking natural drought conditions. Transcriptome profiling was performed of leaves from rice plants grown at either 75 %, 40 %, 10 % or 7 % residual soil moisture content (Fig. 1), where drought stress damage was carefully monitored using the expression of *Dip1* and *RbcS1* as markers for drought-inducible and drought-sensitive expression, respectively. 

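The RNA-seq counts of the marker genes show how far the stress had gone in each library. Dip1 (Os02g0669100-01), a dehydrin, had 2832, 4810, 255513 and 237663 reads in the control and at 1, 2 and 3 d, which gave log2 ratios of 0.87 (0.81 to 0.94), 6.41 and 6.39 (6.33 to 6.44). Between 2 d and 3 d it hardly moved when scaled to mapped reads, but rose from 6.73 to 7.10 with edgeR TMM and from 6.77 to 7.25 with the DESeq2 median of ratios. RbcS1 (Os12g0274700-01), the small subunit of Rubisco, had 82272, 67264, 10316 and 768 reads and log2 ratios of −0.18 (−0.20 to −0.17), −3.08 and −6.75 (−6.85 to −6.65), so that its main fall came after 1 d and went on at 3 d. Its locus has 2 transcripts, which may share reads.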

We then examined the RNA-seq data to identify differentially expressed genes involved in drought responses.

Amongst the genes that were found to be associated with the drought response and that were differentially expressed between well-watered and water-deficit conditions, we identified both drought induced genes, including late embryogenesis abundant (Os06g0324400-01, Os03g0322900-00, Os06g0110200-01), calcium-dependent membrane targeting domain protein (Os04g0476600-01), and drought repressed genes, such as A-type response regulator, (Os11g0143300-01, Os12g0139400-01) (Additional file 4: Tabular data 1). In addition, a total of 66 drought-responsive pre-miRNAs were identified, 24 which were drought-induced and 42 of which were drought-repressed by more than 2-fold. 

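LEA proteins protect membranes and enzymes in drying cells, and abscisic acid and raffinose sugars act beside them. Genes of all 3 kinds rose as groups, while A-type response regulators, which act in cytokinin signalling, were among the strongest falls of their group. Of 29 LEA and dehydrin loci 23 were up- and 2 down-regulated at 3 d. Their median was 6.88 above that of all loci at 2 d and 7.86 above it at 3 d. The LEA gene Os06g0324400-01 had 2, 10, 754 and 1643 reads in the control and at 1, 2 and 3 d, a log2 ratio of 9.68 (7.82 to 12.72) at 3 d. Os03g0322900-00 reached 8.89 at 2 d and 7.61 at 3 d, Os06g0110200-01 8.20 and 8.77, and Os03g0168100-01 6.97 and 9.02. The calcium-dependent membrane targeting domain gene Os04g0476600-01 had 6, 29, 1719 and 2666 reads and a log2 ratio of 8.79 at 3 d.
Of 25 abscisic acid loci 15 were up- and 4 down-regulated at 3 d (relative median 2.44), and of 20 osmolyte and raffinose loci 13 and 3 (relative median 3.06), both above all random lists. The Viviparous-14-like Os07g0154100-01 rose from 385 to 47036 reads (6.93), the abscisic acid gene EFA27 (Os04g0511200-01) from 324 to 72482 (7.80) and galactinol synthase (Os03g0316200-01) by a log2 ratio of 5.06. Protein phosphatases 2C went both ways, with 22 loci up- and 18 down-regulated of 57. Their median was −0.04 at 3 d, 0.82 above that of all loci, and became positive with edgeR TMM and the DESeq2 median of ratios. Os05g0572700-02 and Os06g0698300-01 of this group had log2 ratios of 8.24 and 6.82. Heat shock and DnaJ chaperones had 29 loci up- and 76 down-regulated of 197 (relative median 0.30, 62.8th percentile). Their median was negative as scaled to mapped reads and positive with edgeR TMM and the DESeq2 median of ratios. HSP70 (Os03g0277300-01) rose by 7.12 and a DnaJ domain gene (Os12g0498500-01) fell by 7.15 on the log2 scale. Of 79 WRKY loci 30 were up- and 27 down-regulated (relative median 1.00), with Os01g0734000-01 at 6.45 and Os03g0335200-01 at −5.73. Of 59 NAC loci 28 were up- and 19 down-regulated (relative median 1.43), with Os07g0683200-01 at 6.65.
Of 25 response regulator loci 5 were up- and 12 down-regulated (relative median −0.14, 18.8th percentile). The A-type response regulator Os11g0143300-01 had 2898, 412, 111 and 67 reads and a log2 ratio of −5.44 at 3 d. Os12g0139400-01 had 4204, 740, 151 and 99 reads and a log2 ratio of −5.41, and Os02g0557800-02 stood at −5.56.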

Of the 66 rice pre-miRNAs, 41 are identified as being drought-responsive for the first time in this study (Table 1). Sixty-six pre-miRNAs could be assigned to 29 miRNA families, while 10 did not belong to any family. Interestingly, two members of the miR399 family, pre-miR399k and pre-miR399d, were up-regulated by drought stress, while other two members, pre-miR399e and pre-miR399i, were down-regulated by drought stress. Similarly, some members of the miR156, miR159, miR167 and miR169 families (pre-miR156b/i, pre-miR159b/f, pre-miR166a/b/c, pre-miR167b/g, pre-miR169f/p) were up-regulated while others (pre-miR156d/f/g/j, pre-miR159a, pre-miR166d, pre-miR167d/e, pre-miR169a/b/h/l/m/q) were down-regulated by drought stress. These results suggest that members of the same miRNA family are functionally diverse during drought responses. 

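The changes within the miR399 family went in both directions and grew with the drought. Pre-miR399k had 12, 10, 154 and 354 reads in the control and at 1, 2 and 3 d, a log2 ratio of 3.59 at 2 d and 4.88 (4.06 to 5.84) at 3 d. Pre-miR399d had 2, 0, 9 and 149 reads, a log2 ratio of 6.21 (4.34 to 9.27) at 3 d. Pre-miR399e had 19, 12, 2 and 1 reads, and the single read at 3 d gave −4.25 (−9.63 to −1.60). Pre-miR399i rose at 1 d (1.38) and then fell, with 12, 29, 4 and 1 reads and a log2 ratio of −3.59 (−9.01 to −0.83) at 3 d. These directions were the same under every scaling. Hairpins of 1 family are alike in sequence and may share reads.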

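Members of these families moved in both directions, many of them on few reads. In the miR156 family pre-miR156d, f, g and j had log2 ratios of −3.04, −1.79, −1.91 and −4.20 at 3 d, with 131, 265, 15 and 55 reads in the control, and pre-miR156f stood at −0.93 with the DESeq2 median of ratios. Pre-miR156b had 2, 10, 2 and 2 reads in the 4 libraries, so its rise was at 1 d, and pre-miR156i had 0, 0, 2 and 2. Pre-miR159a fell from 102 to 17 reads (−2.59), while pre-miR159b had 2, 12, 12 and 0 reads and pre-miR159f 1, 2, 5 and 0. Pre-miR166a, b and c had 3, 11, 0 and 0, then 1, 5, 5 and 0, then 2, 6, 3 and 5 reads, and pre-miR166d stood at −2.46 (−5.68 to −0.27). Pre-miR167b had 1, 0, 3 and 2 reads and pre-miR167g 0, 2, 7 and 1. Pre-miR167d went from 11 reads to 0, which is 3.68-fold lower at 3 d with the 0 taken as 3 reads, and pre-miR167e had 2, 2, 0 and 0 reads. Pre-miR169f went from 0 to 32 reads, which is 10.6-fold higher with the 0 taken as 3 reads, and pre-miR169p had 1, 1, 2 and 0 reads. Pre-miR169a, b and m stood at −2.59 (−8.11 to 0.45), −2.81 (−5.20 to −1.07) and −2.04 (−3.28 to −0.97). Pre-miR169h stood at −1.35, or −0.64 with edgeR TMM and −0.49 with the DESeq2 median of ratios. Pre-miR169l and q, with no reads at 3 d, were 2.01-fold and 3.01-fold lower with the 0 taken as 3 reads.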

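Of 29 miRNA families with reads for 2 or more members, 4 held members up- and members down-regulated by more than 2-fold at 3 d. Under the other scalings 3 to 5 did so, but not always the same families. Only the miR166 and miR399 families did so under every scaling. The miR171 and miR819 families did not with edgeR TMM or the DESeq2 median of ratios, where the miR169 and miR439 families did. The miR166 family counts only through the rise of pre-miR166c, from 2 to 5 reads. The miR171 family counts only through the fall of pre-miR171e, from 6 to 3 reads. Members without reads in the control or at 3 d are not counted. From the opposite changes within families the paper proposes that their members have different functions under drought.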

A number of drought-responsive miRNAs have been identified [32–34]; however, we found that the expression patterns of 14 pre-miRNAs (miR156i/b/f, miR168a, miR172a/d and miR169a/b/h/l/m/q, miR171e, miR393b) were different under the drought treatments used in this study from those previously reported [10, 15]. This discrepancy may be due to different ages of the tissues used or the way in which the drought treatments were imposed. It is also possible that the expression patterns between the mature miRNAs and pre-miRNAs are different during drought conditions.

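Among the pre-miRNAs compared with earlier reports, some had enough reads for a firm ratio and others did not. Pre-miR168a had 52, 56, 125 and 81 reads in the control and at 1, 2 and 3 d, and its log2 ratio was 1.18 (0.70 to 1.67) at 2 d and 0.63 (0.11 to 1.17) at 3 d, where edgeR TMM gave 1.34 and the DESeq2 median of ratios 1.5. Pre-miR393b had 19, 22, 16 and 4 reads, a log2 ratio of −2.25 (−4.27 to −0.66) at 3 d. Pre-miR172a had 0, 0, 1 and 2 reads and pre-miR172d 1, 4, 0 and 0, too few to show a change.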

Experimental validation of the putative miRNA paired target genes has been a major focus in the investigation of miRNA function [35]. Of the differentially expressed precursor miRNAs and their putative target genes, 5 were confirmed by qRT-PCR (Fig. 2), and the expression level of these genes confirmed the accuracy of the RNA-seq data. Under drought-stress conditions, the transcription of stress-responsive miRNAs and their putative targets can be independently regulated. Indeed, the expression patterns of some of the pre-miRNAs were positively correlated with those of their target genes (Additional file 8: Tabular data 2). Conversely, many drought-responsive miRNAs and their targets showed a negative correlation in their expression patterns, i.e., drought-induced miRNAs downregulated their target mRNAs, while drought-repressed miRNAs upregulated their target mRNAs (Fig. 2 and Additional file 8: Tabular data 2). Thus, a given target gene may either promote or suppress processes during stress adaptation responses. 

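Over both directions of pre-miRNA change, 239 of the listed pairs moved with their pre-miRNA and 106 against it by more than 2-fold at 3 d. The excess depends on the scaling, with 159 and 135 pairs under edgeR TMM and 120 and 121 under the DESeq2 median of ratios. Scaled to mapped reads, 425 of the 494 measured pairs with a called pre-miRNA had a falling one. At that scaling 46.9% of all transcripts fell and 20.2% rose by more than 2-fold, which by itself favours pairs that move together. A target listed for several pre-miRNAs is counted in each of its pairs.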

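As sets, the targets of rising and of falling pre-miRNAs both had medians below 0 when scaled to mapped reads. The targets of the 9 pre-miRNAs that rose, 61 measured loci, had a median log2 ratio of −1.28 at 3 d. Random lists of like expression had a median of −0.97, which put the targets at the 18.8th percentile. The targets of the 34 pre-miRNAs that fell, 178 loci, had a median of −1.17 against −0.84 in random lists (5.16th percentile). Without the 12 loci in both sets, the difference between them over 215 loci was −0.09, and random divisions gave −0.89 to 1.14, too wide to tell the sets apart. From pairs with opposite changes in RNA-seq and qRT-PCR the paper reasons that induced miRNAs lowered and repressed miRNAs raised their target mRNAs. It adds cleavage products from public PARE data, and it also says that a miRNA and its target can be regulated independently. Neither the qRT-PCR nor the PARE data were examined here.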

Drought-responsive miRNA-mediated target cleavages were also confirmed by analyzing publically available PARE data (Table 1). 

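The paper's Tabular data 2 lists the most targets for pre-miR818a, b and d, with 53 each, of which 50 had reads in both libraries, 8 rose and 29 fell by more than 2-fold at 3 d. It lists 13 targets for pre-miR171f, of which 4 fell and 1 rose, 17 for pre-miR530 and 13 to 23 for pre-miR156d, f, g and j. Pre-miR819d and pre-miR819i are not in that list. Pre-miR819d had 131, 139, 198 and 291 reads in the control and at 1, 2 and 3 d, a log2 ratio of 1.15 (0.84 to 1.46) at 3 d. Pre-miR819i had 280, 295, 170 and 108 reads, a log2 ratio of −1.38 (−1.71 to −1.05) at 3 d, or −0.67 with edgeR TMM and −0.52 with the DESeq2 median of ratios.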

Some miRNAs, such as miR819d, miR171f, miR156, miR530 and miR819i, have a large number of putative target genes. Additional file 8: Tabular data 2 shows that the candidate target genes were up- or down-regulated in an opposite manner to the change in miRNA expression, e.g., miR171f and its targets, Scarecrow-like 6 and the MORN motif containing protein, and miR156 and its target squamosa-promoter binding protein. miR171f has previously been observed to be responsive to salt, drought and cold stress in *A. thaliana* [36], and two mature miR171fs, miR171f-3p and miR171f-5p, were reported to be down-regulated under drought conditions in rice [33]. However, our results showed that the pre-miR171f and the mature miR171f-5p, but not miR171f-3p, were drought-inducible and that the expression level of the candidate target gene, Os03g0828701-00, was inversely correlated with that of miR171f-5p under drought conditions. The negative-correlation patterns between miR171f and Os03g0828701-00 were also found at various developmental stages of rice (Fig. 3), thereby providing insights into the function of miR171f, especially miR171f-5p, in the adaptive response of plants to drought stress at various development stages. Pre-miRNA expression profiling with RNA-seq and qRT-PCR of various developmental stages reveals that miR171f is involved in rice root growth and development as well as in responses to drought. Recently, it has been shown that virus infection specifically induces miR17f-5p expression in rice [32]. Given that mature the miR171f-3p sequence is also encoded by several other members of the miR171 family and that it is conserved to recognize target genes encoding GRAS family transcription factors, the pre-miR171f / Os03g0828701-00 module may be specifically developed to be involved in drought responses, developmental processes, and resistance to viral infection.

It was recently reported that a total of 37,238 long noncoding natural antisense transcripts (lncNATs) are associated with 70 % of the annotated mRNAs in *A. thaliana* [37]. In addition, 125 putative stress responsive lncRNAs from wheat have been reported [24], as well as 20,163 putative maize lncRNAs [38]. Zhang et al. identified 2,224 lncRNAs by sequencing strand-specific RNAs from various rice organs, including anthers, pistils, seeds, and shoots [39]. We found a total of 98 lncRNAs whose expression changed in response to drought (31 up-regulated and 67 down-regulated) and their expression levels were positively correlated with those of their putative target genes. Interestingly, two lncRNAs, Os02g0250700-01 and Os02g0180800-01, are bidirectional, and their potential targets are present on the neighboring opposite strand. Os02g0250700-01 and its target gene, Os02g0250600-01 (late embryogenesis abundant protein; LEA) was shown to share a single bidirectional promoter, and their expression is inversely correlated, as was the expression of Os02g0180800-01 and its target gene, Os02g0180700-01 (cinnamoyl-CoA reductase) under drought conditions.

Noncoding RNAs have been identified in many plant species, such as *A. thaliana*, maize, wheat, soybean (*Glycine max*) and rice; however, functional analysis is still challenging. Here, we identified drought responsive noncoding RNAs of the miRNA and lncRNA categories. The identification and expression pattern analysis of the rice precursor miRNAs and lncRNAs represents a resource for investigating how the extensive set of noncoding RNAs in the genome function and interact during drought stress and in regulating development.

## Conclusions

In this current study, we identified drought responsive noncoding RNAs by using RNA-seq profiling on well-watered control and drought-treated rice plants. A total of 66 drought-responsive miRNA precursors (24 up-regulated and 42 down-regulated), which have not previously been characterized in rice, were identified. The expression levels of some of these were shown to have a negative correlation with those of their candidate target genes. Those miRNA/target pairs were further validated by Parallel Analysis of RNA Ends (PARE) libraries from various rice tissues that enabled us to identify decay intermediates generated by miRNA-guided cleavages. In addition, a total of 98 drought-responsive lncRNAs (31 drought-inducible and 67 drought-repressible) and their sense or antisense transcripts were detected. The combined data sets suggest potential roles for specific rice noncoding RNAs under drought conditions.

## Methods

### Plant materials and drought-stress treatment

Rice (*Oryza sativa* cv. Ilmi) was germinated on MS (Murashige and Skoog) media at 28 °C for 4 days, and transplanted into soil pots (4 × 4 × 6 cm; 3 plants per pot) and grown in a greenhouse (37°32'51.3"N 128°26'26.6"E). Multiple pots of each rice were divided into 2 sets, one for drought and one for well-watered treatment conditions. Five weeks after transplanting to soil, total leaves of 10 whole plants growing in 4 pots were pooled and kept in liquid nitrogen for C, and then water was withheld from all the pots. The soil water content in each pot was adjusted to approximately 75 %. Soil moisture was monitored during the drought treatment using a Soil Moisture Sensor SM150 (Delta-T Devices, UK). After one, two and three days without watering, total leaves of 10 whole plants growing in 4 pots were pooled and kept in liquid nitrogen for 1 d, 2 d, and 3 d, respectively. Total RNA was extracted from pooled leaves of C, 1 d, 2 d, or 3 d. We grew an independent group of plants similar to above, and measured water content and expression levels of drought responsive marker genes using qRT-PCR as shown in Additional file 11: Figure S4. As a result, we prepared 2 independent sets of plants for drought treatments; one for RNA-seq (Fig. 1) and the other for qRT-PCR validation (Additional file 11: Figure S4).

### RNA extraction, RNA-seq library construction and sequencing

Total RNA was extracted from rice leaves using Trizol reagent (Invitrogen) and purified with an RNeasy Mini Kit (Qiagen). Contaminating genomic DNA was removed from the sample by treating with DNase I (Invitrogen), according to the manufacturer’s instructions. A modified TruSeq method was used to construct strand-specific RNA-seq libraries, with different index primers [40], and libraries were sequenced with an Illumina HiSeq 2500 system at the National Instrumentation Center of Environmental Management College of Agriculture and Life Science, Seoul National University (NICEM), as previously described [40]. Single-end sequences were generated and raw sequence reads were trimmed to remove adaptor sequences, and those with a quality lower than Q20 were removed using the clc quality trim software (CLCBIO). Duplicate paired short reads were removed using FastUniq [41], and all reads were assembled with the clc_ref_assemble 6 (version 4.06) program, using annotated gene and noncoding RNA sequences from the rapdb (http://rapdb.dna.affrc.go.jp) and ncRNA (http://www.ncrna.org) databases, respectively. The data set can be obtained from GEO database with series accession number GSE80811 for RNA-seq data.

### Quantitative RT-PCR validation of transcript abundance

One μg total RNA was reverse transcribed with oligo dT primers using 200 U of the RevertAid M-MuLV Reverse Transcriptase (Thermo Scientific, #K1621) for 60 min at 42 °C, and then the reaction was terminated by incubating for 5 min at 70 °C. Subsequent qRT-PCR was performed with first-strand cDNA as a template using gene-specific primer pairs and 2x Real-Time PCR smart mix (SolGent, SRH72-M10h) with EvaGreen (SolGent, 31000-B500). Reactions were performed at 95 °C for 15 min, followed by 40 cycles of 95 °C for 20 s, 60 °C for 20 s, and 72 °C for 30 s, in a 20 μl reaction mixture containing 1 μl of 20x EvaGreen, 10 μM primers, and ROX reference dye. Thermocycling and fluorescence detection were performed uisng a Strategene Mx300p real-time PCR machine and Mx3000p software version 2.02 (Stratagene). The *Ubi1* (AK121590) gene was used to verify equal RNA loading for the qRT-PCR analysis and as a reference in the RT-PCR. For detecting and quantifying mature miRNAs, stem-loop reverse transcription and RT-PCR of miRNAs was performed as described in Varkonyi-Gasic et al. and Chen et al. [42, 43]. Two hundred ng of total RNA was treated with RNAase-free DNase I (Promega), and transcribed into cDNA using gene specific RT primers and a thermostable reverse transcriptase (Invitrogen). First, the miRNA-specific stem-loop RT primer was hybridized to the miRNA and reverse transcribed. Reactions were performed at 16 °C for 45 min, followed by 60 cycles of 30 °C for 45 s, 42 °C for 45 s, and 50 °C for 1 s, in a 20 μl mixture containing 50 U Superscript III RT (Invitrogen), 4 U RNaseOUT (Invitrogen) and 1 μM stem-loop RT primer. Next, RT products were quantified using qRT-PCR with a miRNA specific forward and universal reverse primer. The rice *U6* small nuclear RNA (snRNA) gene was used to verify equal RNA loading for the qRT-PCR analysis and as a reference. A list of primers used in these experiments is available in Additional file 12: Table S5. All qRT-PCR results are representative from at least two biological repeats, each based on three technical repeats.

## Abbreviations

lncRNAs, long noncoding RNAs; miRNAs, micro RNAs; qRT-PCR, quantitative reverse transcribed polymerase chain reaction; RNA-seq, RNA sequencing

## Additional files

Additional file 1: Table S1. Information about the RNA-seq data obtained by Illumina Hi-seq 2500 sequencing. (XLSX 12 kb) Additional file 2: Figure S1. Flowchart of RNA-seq analysis. (TIF 9814 kb) Additional file 3: Figure S2. Heat Map of the differentially expressed coding (**a**) and noncoding genes (**b**) under drought conditions. (TIF 5474 kb) Additional file 4: Tabular data 1. Drought responsive genes and their expression patterns under well-watered and drought conditions. (XLSX 8528 kb) Additional file 5: Figure S3. Differentially expressed transcripts were classified into 3 main GO categories: Biological processes, Cellular components and Molecular functions. (TIF 8355 kb) Additional file 6: Table S3. List of miRNAs that are constitutive pattern of high expression and low expression level. ^1^ Bold in miRNAs ID, rice specific drought responsive miRNAs; ^2^ RPKM, Reads Per Kilobase of transcript per Million mapped reads; ^3^ C, control; ^4^ 1d, drought treatment for 1 day; ^5^ 2d, drought treatment for 2 days; ^6^ 3d, drought treatment for 3 days; ^7^ log2 ratio, log_2_(drought treatment / control), ^8^ Red, up-regulation by drought; Blue, down-regulation by drought Abbreviations: At, *Arabidopsis thaliana*; Bd, *Brachypodium distachyon*; Gm, *Glycine max*; Hv, *Hordeum vulgare*; Mt*, Medicago truncatula*; Me, *Manihot esculenta*; Pv, *Phaseolus vulgaris*; Peu, *Populus euphratica*; Ptc, *Populus trichocarpa*; Ppe, *Prunus persica*; Pte: *Populus tremula*; Pto, *Populus tomentosa*; Td, *Triticum dicoccoides*; Tt, *Triticum turgidum*; Os, *Oryza sativa*; Vu, *Vigna unguiculata*; Zm, *Zea mays* [10, 15]. (XLSX 24 kb) Additional file 7: Table S2. Drought responsive precursor miRNAs and their expression patterns under well-watered and drought conditions. ^1^ Bold in miRNAs ID, rice specific drought responsive miRNAs; ^2^ RPKM, Reads Per Kilobase of transcript per Million mapped reads; ^3^ C, control (well-watered conditions); ^4^ 1d, drought treatment for 1 day; ^5^ 2d, drought treatment for 2 days; ^6^ 3d, drought treatment for 3 days; ^7^ log2 ratio, log2(drought treatment/control); ^8^ Species, red letter, up-regulation by drought; blue letter, down-regulation by drought; Abbreviations: At, Arabidopsis thaliana; Bd, Brachypodium distachyon; Gm, Glycine max; Hv, Hordeum vulgare; Mt, Medicago truncatula; Me, Manihot esculenta; Os, Oryza sativa; Pv, Phaseolus vulgaris; Peu, Populus euphratica; Ptc, Populus trichocarpa; Ppe, Prunus persica; Pto, Populus tomentosa; Td, Triticum dicoccoides; Tt, Triticum turgidum; Zm, Zea mays [10, 15]. (XLSX 28 kb) Additional file 8: Tabular data 2. List of drought responsive miRNAs and their putative target genes and their expression patterns of both under drought conditions. (XLSX 101 kb) Additional file 9: Table S4. Drought responsive long noncoding RNAs with their neighboring genes and their expression patterns. (XLSX 67 kb) Additional file 10: Tabular data 3. List of drought responsive long noncoding RNAs (lncRNAs). (XLSX 529 kb) Additional file 11: Figure S4. Drought response phenotype of rice in the vegetative state. **a** The phenotypic effect of progressive drought on wild type rice (*Oryza sativa* cv. Ilmi) at the vegetative growth stage. **b** Decrease in soil water content during drought treatment. **c** The transcript levels of *Dip1* and *RbcS1* in the leaves of drought-treated and well-watered control plants over a time course of exposure to drought were measured by qRT-PCR analysis. Values shown are the means ± SD of three independent experiments and are presented relative to the results from the control. (TIF 17024 kb) Additional file 12: Table S5. Primers used for real time-PCR and the stem-loop RT-PCR miRNA assay.

## References

[1] Kang Y, Khan S, Ma X (2009). Climate change impacts on crop yield, crop water productivity and food security. Prog Nat Sci.

[2] Lobell DB, Gourdji SM (2012). The influence of climate change on global crop productivity. Plant Physiol.

[3] Micheletto S, Rodriguez-Uribe L, Hernandez R, Richins RD, Curry V, O’Connell MA (2007). Comparative transcript profiling in roots of Phaseolus acutifolius and P. vulgaris under water deficit stress. Plant Sci.

[4] Todaka D, Nakashima K, Shinozaki K, Yamaguchi-Shinozaki K (2012). Toward understanding transcriptional regulatory networks in abiotic stress responses and tolerance in rice. Rice.

[5] Lee HY, Jang G, Um T, Kim JK, Lee JS, Choi YD (2015). The soluble ABA receptor PYL8 regulates drought resistance by controlling ABA signaling in Arabidopsis. Plant Biotechnol Rep.

[6] Park SH, Jeong JS, Lee KH, Kim YS, Choi YD, Kim JK (2015). OsbZIP23 and OsbZIP45, members of the rice basic leucine zipper transcription factor family, are involved in drought tolerance. Plant Biotechnol Rep.

[7] Todaka D, Shinozaki K, Yamaguchi-Shinozaki K (2015). Recent advances in the dissection of drought-stress regulatory networks and strategies for development of drought-tolerant transgenic rice plants. Front Plant Sci..

[8] Cheong YH, Chang HS, Gupta R, Wang X, Zhu T, Luan S (2002). Transcriptional profiling revels novel interactions between wounding, pathogen, abiotic stress, and hormonal responses in Arabidopsis. Plant Physiol.

[9] Kim ED, Sung S (2012). Long noncoding RNA: unveiling hidden layer of gene regulatory networks. Trends Plant Sci.

[10] Sunkar R, Li YF, Jagadeeswaran G (2012). Functions of microRNAs in plant stress responses. Trends Plant Sci.

[11] Watanabe KA, Ringler P, Gu L, Shen QJ (2014). RNA-sequencing reveals previously unannotated protein- and microRNA-coding genes expressed in aleurone cells of rice seeds. Genomics.

[12] Yoshida T, Mogami J, Yamaguchi-Shinozaki K (2014). ABA-dependent and ABA-independent signaling in response to osmotic stress in plants. Curr Opin Plant Biol..

[13] Khraiwesh B, Zhu JK, Zhu J (2012). Role of miRNAs and siRNAs in biotic and abiotic stress responses of plants. Biochim Biophys Acta.

[14] Kozomara A, Griffiths-Jones S (2014). miRBase: annotating high confidence microRNAs using deep sequencing data. Nucleic Acids Res.

[15] Ferdous J, Hussain SS, Shi BJ (2015). Role of microRNAs in plant drought tolerance. Plant Biotechnol J.

[16] Zhou L, Liu Y, Liu Z, Kong Z, Duan M, Luo L (2010). Genome-wide identification and analysis of drought-responsive microRNAs in Oryza sativa. J Exp Bot.

[17] Ding Y, Tao Y, Zhu C (2013). Emerging roles of microRNAs in the mediation of drought stress response in plants. J Exp Bot.

[18] Li YF, Zheng Y, Addo-Quaye C, Zhang L, Saini A, Jagadeeswaran G, Axtell MJ, Zhang W, Sunkar R (2010). Transcriptome-wide identification of mircoRNA targets in rice. Plant J.

[19] Li WX, Oono Y, Zhu J, He XJ, Wu JM, Iida K, Lu XY, Cui X, Jin H, Zhu JK (2008). The Arabidopsis NFYA5 transcription factor is regulated transcriptionally and posttranscriptionally to promote drought resistance. Plant Cell.

[20] Jeong DH, Green PJ (2013). The role of rice microRNAs in abiotic stress responses. J Plant Biol.

[21] Jeong DH, Park S, Zhai J, Gurazada SG, De Paoli E, Meyers BC, Green PJ (2011). Massive analysis of rice small RNAs: mechanistic implication of regulated microRNAs and variants for differential target RNA cleavage. Plant Cell.

[22] Ponting CP, Oliver PL, Reik W (2009). Evolution and functions of long nonoding RNAs. Cell.

[23] Liu J, Jung C, Xu J, Wang H, Deng S, Bernad L, Arenas-Huertero C, Chua NH (2012). Genome-wide analysis uncovers regulation of long intergenic noncoding RNAs in Arabidopsis. Plant Cell.

[24] Xin M, Wang Y, Yao Y, Song N, Hu Z, Qin D, Xie C, Peng H, Ni Z, Sun Q (2011). Identification and characterization of wheat long non-protein coding RNAs responsive to powdery mildew infection and heat stress by using microarray analysis and SBS sequencing. BMC Plant Biol..

[25] Zhang W, Han Z, Guo Q, Lin Y, Zheng Y, Wu F, Jin W (2014). Identification of maize long non-coding RNAs responsive to drought stress. PLoS One.

[26] German MA, Luo S, Schroth G, Meyers BC, Green PJ (2009). Construction of parallel analysis of RNA ends (PARE) libraries for the study of cleaved miRNA targets and the RNA degradome. Nature Protoc.

[27] Park SH, Chung PJ, Juntawong P, Bailey-Serres J, Kim YS, Jung H, Bang SW, Kim YK, Choi YD, Kim JK (2012). Posttranscriptional control of photosynthetic mRNA decay under stress conditions requires 3′ and 5′ untranslated regions and correlates with differential polysome association in rice. Plant Physiol.

[28] Chung PJ, Kim YS, Park SH, Nahm BH, Kim JK (2009). Subcellular localization of rice histone deacetylases in organelles. FEBS Lett.

[29] Hou CY, Wu MT, Lu SH, Hsing YI, Chen HM (2014). Beyond cleaved small RNA targets: unraveling the complexity of plant RNA degradome data. BMC Genomics..

[30] Cai S, Jiang G, Ye N, Chu Z, Xu X, Zhang J, Zhu G (2015). A key ABA catabolic gene, OsABA8ox3, is involved in drought stress resistance in rice. PLoS One.

[31] Campo S, Baldrich P, Messeguer J, Lalanne E, Coca M, San Segundo B (2014). Overexpression of a calcium-dependent protein kinase confers salt and drought tolerance in rice by preventing membrane lipid peroxidation. Plant Physiol.

[32] Du P, Wu J, Zhang J, Zhao S, Zheng H, Gao G, Wei L, Li Y (2011). Viral infection induces expression of novel phased microRNAs from conserved cellular microRNA precursors. PLoS Pathog.

[33] Qin J, Ma X, Tang Z, Meng Y (2015). Construction of regulatory networks mediated by small RNAs responsive to abiotic stresses in rice (Oryza sativa). Comput Biol Chem..

[34] Zhao B, Liang R, Ge L, Li W, Xiao H, Lin H, Ruan K, Jin Y (2007). Identification of drought-induced microRNAs in rice. Biochem Biophys Res Commun.

[35] Thomson DW, Bracken CP, Goodall GJ (2011). Experimental strategies for microRNA target identification. Nucleic Acids Res.

[36] Liu HH, Tian X, Li YJ, Wu CA, Zheng CC (2008). Microarray-based analysis of stress-regulated microRNAs in Arabidopsis thaliana. RNA.

[37] Wang H, Chung PJ, Liu J, Jang IC, Kean MJ, Xu J, Chua NH (2014). Genome-wide identification of long noncoding natural antisense transcripts and their responses light in Arabidopsis. Genome Res.

[38] Li L, Eichten SR, Shimizu R, Petsch K, Yeh CT, Wu W, Chettoor AM, Givan SA, Cole RA, Fowler JE, Evans MM, Scanlon MJ, Yu J, Schnable PS, Timmermans MC, Springer NM, Muehlbauer GJ (2014). Genome-wide discovery and characterization of maize long noncoding RNAs. Genome Biol.

[39] Zhang YC, Liao JY, Li ZY, Yu Y, Zhang JP, Li QF, Qu LH, Shu WS, Chen YQ (2014). Genome-wide screening and functional analysis identify a large number of long noncoding RNAs involved in the sexual reproduction of rice. Genome Biol.

[40] Zhong S, Joung JG, Zheng Y, Chen YR, Liu B, Shao Y, Xiang JZ, Fei Z, Giovannoni JJ (2011). High-throughput illumine strand-specific RNA sequencing Library preparation. Cold Spring Harb Protoc..

[41] Xu H, Luo X, Qian J, Pang X, Song J, Qian G, Chen J, Chen S (2012). FastUniq: A fast de novo duplicates removal tool for paired short reads. PLoS One.

[42] Varkonyi-Gasic E, Wu R, Wood M, Walton EF, Hellens RP (2007). Protocol: a highly sensitive RT-PCR method for detection and quantification of microRNAs. Plant Methods..

[43] Chen C, Ridzon DA, Broomer AJ, Zhou Z, Lee DH, Nguyen JT, Barbisin M, Xu NL, Mahuvakar VR, Adersen MR, Lao KQ, Livak KJ, Guegler KJ (2005). Real-time quantification of microRNAs by stem-loop RT-PCR. Nucleic Acids Res.

How the deposited data were processed for this re-analysis (not part of the article)

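The data are RNA-seq read counts from rice leaves (Oryza sativa cv. Ilmi) in 4 libraries, a well-watered control and 1, 2 and 3 d without water, with 1 library per condition. Each library came from 10 plants in 4 pots, pooled before RNA extraction. The control was taken first and the drought samples on the following days, so the effect of drought is not separated from that of the day of sampling. There were no replicates, and no test across samples was made.

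The authors trimmed single-end reads for adaptors and quality, removed duplicates with FastUniq and mapped the reads with clc_ref_assemble to the gene sequences of the RAP-DB annotation (IRGSP, version 1.0) and to the noncoding RNA sequences of ncrna.org. The deposited tables give, for each sequence and library, a read count, a normalized value and a log2 ratio to the control. The deposited read counts are whole numbers whose column sums are the mapped reads of each library. The deposited normalized values are the count times 1e+09, divided by the length of the sequence and by the number of sequences in the table (44553 for genes), and not by the number of reads. The deposited log2 ratios are ratios of the counts. This was checked on each value with reads in the libraries compared. The read counts were used throughout, and the normalized values only beside the paper's Table 1. The libraries were strand-specific, and neither the paper's text nor the tables say whether strand was used in counting.

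Read counts were divided by all reads mapped to genes in the same library (CPM), for pre-miRNAs as well, and compared as log2 ratios to the control where both libraries had reads. A transcript was called at a log2 ratio of at least 1 or at most −1, and a noncoding transcript over 1 kb at 2 or −2. Ratios carry the exact 95% interval of the share of the 2 counts (Clopper-Pearson, scipy), which covers counting error only. For a count of 0 the bound is 3 counts per library, and folds against 0 are given with the 0 set at that bound. The counting error of the other count is not included in such folds. The alternatives were no scaling, edgeR TMM factors, DESeq2 median of ratios, 1 read added to both counts, at least 10 reads in the 2 libraries together, a counting interval past no change, 1 transcript per locus, and for pre-miRNAs scaling to the reads mapped to noncoding RNA. For gene lists, at least 10 reads over the 4 libraries were required, with no filter and at least 100 reads as alternatives. For listed targets any change was the alternative threshold. Software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.

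The 25 gene lists were made from words in the annotation before the data were examined. They cover LEA and dehydrin proteins, heat shock and DnaJ chaperones, protein phosphatases 2C, abscisic acid, osmolytes and raffinose, photosystem and Rubisco, chlorophyll synthesis, plastid and cytosolic ribosomes, pentatricopeptide repeat proteins, NB-ARC and NBS-LRR proteins, wall-associated and receptor-like kinases, response regulators, auxin, WRKY, NAC, aquaporins, cell wall growth, cell cycle and histones, proteasome, autophagy, senescence, and seed, pollen and root markers. The transcript with the most reads stands for its locus. The median log2 ratio of each list was placed among 10000 random lists of the same size matched on mean expression in 20 bins, which describes the list and is not a test across plants. Pre-miRNA groups, target pairs and lncRNA pairs are those of the paper's Tables S2, S3 and S4 and Tabular data 2. The study chose the pre-miRNAs and lncRNAs on these libraries and predicted the targets with psRNATarget.

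The genes named are those the paper names, the 3 members of each list with the largest absolute log2 ratio at 3 d, and for each day the 10 loci with the highest and the 10 with the lowest log2 ratio whose annotation names a protein. List members and loci needed a mean of at least 100 reads. Not all of them are printed. Pre-miR442, pre-miR820b, pre-miR394, pre-miR164b, pre-miR419, the antisense transcripts Os01g0117233-00, Os04g0682051-00 and Os05g0125450-00, and the small nucleolar and signal recognition particle RNAs fall outside this rule and were chosen after their values were seen.

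The calculation was tested on simulated counts at the depths of the control and 3 d libraries. Changes of 3-fold were called for 49 of 50 transcripts in each direction, and of 8-fold for 50 of 50. Of unchanged transcripts 3.85% were called, 1.69% of those with at least 10 reads and 0.0067% of those with at least 100 reads in the 2 libraries. The 95% interval held the true ratio in 95.8% of cases. Of 40 unchanged lists 38 lay between the 2.5th and 97.5th percentiles, and all 40 lists moved by 0.5 lay above the 97.5th percentile. With 200 abundant transcripts raised 8-fold, unchanged transcripts had a median log2 ratio of −1.04 when scaled to mapped reads and of −0.0025 with edgeR TMM.

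The qRT-PCR, tissue and degradome experiments have no deposited tables here and were left out. Mature miRNAs had no reads and were left out. No positions on the genome were used, since the deposited tables give none.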

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

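The results below were looked for after the data had been seen, and none of them was tested.

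Noncoding RNAs other than pre-miRNAs are in the deposited noncoding RNA table, and the paper's text does not report on them. The paper's Figure S2b, a heat map of noncoding genes, was not at hand and may show them. Of 24 such sequences with a mean of at least 100 reads, 4 were up- and 15 down-regulated by more than 2-fold at 3 d. With edgeR TMM 5 rose and 9 fell, and with the DESeq2 median of ratios 5 rose and 7 fell. The 4 that rose were picked out because their counts at 3 d lay above the control. Small nucleolar RNA Z189 had 363, 388, 2155 and 3823 reads in the control and at 1, 2 and 3 d, a log2 ratio of 3.39 (counting interval 3.24 to 3.55) at 3 d. Small nucleolar RNA Z197 had 238, 176, 855 and 1377 reads, a log2 ratio of 2.53 (2.33 to 2.73). The eukaryotic type signal recognition particle RNA had 130, 234, 77 and 510 reads, a log2 ratio of 1.97 (1.69 to 2.26), and the signal recognition particle 7SL RNA had 193, 255, 84 and 520 reads, a log2 ratio of 1.43 (1.18 to 1.67). The signal recognition particle entries fell at 2 d, by 0.84 and 1.29 on the log2 scale, before they rose at 3 d. With edgeR TMM the values at 2 d were −0.52 and −0.96, and with the DESeq2 median of ratios −0.48 and −0.93. They describe the same kind of RNA, and whether they share reads was not tested. Under edgeR TMM and the DESeq2 median of ratios all 4 ratios at 3 d were higher, at 4.10 and 4.25 for Z189 and 2.14 and 2.29 for 7SL RNA.

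The 2 d and 3 d libraries differ in direction for some transcripts. Relative to the control, 182 transcripts were more than 2-fold up at 2 d and more than 2-fold down at 3 d, and 126 were down at 2 d and up at 3 d. The difference between the days was not tested, since each day has 1 library. The larger group changes with the scaling, with 99 and 160 transcripts under edgeR TMM and 88 and 183 under the DESeq2 median of ratios. With the counting interval past no change on both days the counts were 112 and 53.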

How the results depend on the processing

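All settings compared here were chosen before the data were examined, except the limit of 500 control reads for noncoding transcripts over 1 kb, which was chosen after the data and the paper's list had been seen. No paired analysis was possible because each condition has 1 library made from pooled plants. For the same reason no library was left out. All settings gave a value.

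Scaling had the widest effect. At 3 d edgeR TMM and the DESeq2 median of ratios raise all log2 ratios by 0.71 and 0.86, by construction. The median of all loci went from −0.86 to −0.15 and 0.0018 at 3 d, from −0.41 to −0.079 and −0.045 at 2 d, and from 0.034 to 0.015 and 0.028 at 1 d. Without scaling it was −0.074 at 1 d, a reversed sign, and −0.32 at 2 d. Down-regulated transcripts per up-regulated transcript at 3 d were 2.32, but 1.14 with edgeR TMM, 0.987 with the DESeq2 median of ratios (reversed), 2.25 without scaling and 2.18 with 1 read added. At 2 d the ratio was 1.79, but 1.11, 1.05, 1.55 and 1.71 under the same settings. At 1 d it was 0.77, but 1.16 without scaling (reversed), 0.715 with 1 read added, 0.901 with at least 10 reads and 0.940 with the counting interval past no change. With that interval there were 1172 up- and 1102 down-regulated transcripts at 1 d, and 453 were up-regulated on all 3 days. With 1 read added 662 were down-regulated on all 3 days. The DESeq2 median of ratios gave 12309 up-regulated transcripts at 3 d.

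Pre-miRNAs up-regulated on at least 1 day were 50 and 54 with edgeR TMM and the DESeq2 median of ratios, and down-regulated ones 33 and 30. Noncoding transcripts over 1 kb up-regulated at 3 d were 146 and 160, and 164 were down-regulated with the latter. With at least 500 reads in the control 9 were up- and 68 down-regulated at 3 d, and 90 passed the limit on at least 1 day. Listed targets that moved against their pre-miRNA were 224 when any change was counted, and 343 moved with it. Targets that moved with their pre-miRNA per target against it went from 2.25 to 0.992 with the DESeq2 median of ratios (reversed).

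Of the list medians at 3 d, heat shock and DnaJ chaperones reversed from −0.56 to 0.15 with edgeR TMM and 0.30 with the DESeq2 median of ratios, and auxin genes from −0.85 to −0.14 and, reversed, 0.0073. Under these 2 scalings the others that moved were plastid ribosome −2.45 and −2.30, cytosolic ribosome −0.70 and −0.55, pentatricopeptide repeat −2.07 and −1.92, NB-ARC and NBS-LRR −1.65 and −1.50, wall-associated and receptor-like kinases −0.91 and −0.76, aquaporins 0.54 and 0.69, cell wall growth −0.16 and −0.012, cell cycle and histones −0.19 and −0.038, proteasome 1.11 and 1.26, and autophagy 1.27 and 1.42. With the DESeq2 median of ratios alone, osmolytes moved to 3.07, photosystem genes to −3.21 and WRKY genes to 1.00. All 25 list medians moved by less than their interval without scaling, with no filter and with at least 100 reads. With at least 100 reads the sign of the protein phosphatase 2C and seed storage medians still changed. Apart from the constant shift of each scaling, the cause was not tested for any of these changes.

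Of 95 named transcripts and pre-miRNAs, 90 were called. Of their 312 values under other scalings 307 kept their sign, and 283 of 293 called values stayed past 2-fold while 10 did not. Many of these were picked for large log2 ratios, and a scaling adds the same amount to all ratios of a day. Large ratios therefore cannot change sign, and these shares do not carry over to all transcripts. Of pre-miRNAs with reads, 40 of 173 had fewer than 10 reads over the 4 libraries. Of transcripts called at 1 d, 29.5% of rises rest on fewer than 10 reads in 2 libraries, and at 3 d 3.59%.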

Differences from the paper's values

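The settings named here were set before the data were examined, except the limit of 500 control reads for lncRNAs.

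The paper reports 113 pre-miRNAs in the RNA-seq data, and 173 had at least 1 read here. With reads in both and at least 10 reads together in the control and a drought library there were 127, which is within 1.5 times the paper's count. These 127 are not the paper's set. Of its low group 18 of 20 distinct pre-miRNAs had fewer than 10 reads in total, and of its increased group 8 of 24. The 173 include 61 pre-miRNAs outside the paper's listed groups, of which 10 had fewer than 10 reads. Without scaling, scaled to reads mapped to noncoding RNA, with edgeR TMM, with the DESeq2 median of ratios, with the counting interval and with 1 read added the count stayed at 173.

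For lncRNAs over 1 kb past a log2 ratio of 2 or −2, the paper reports 98, with 31 up- and 67 down-regulated. At these limits in the 3 d library 328 noncoding transcripts were found, 76 up- and 252 down-regulated. No alternative set beforehand came within 1.5 times the paper's counts. Without scaling they were 330, 78 and 252, with edgeR TMM 328, 146 and 182, with the DESeq2 median of ratios 324, 160 and 164, and with at least 10 reads 318, 72 and 246. A limit of at least 500 reads in the control, chosen after the data and the paper's list had been seen, gave 77, with 9 up- and 68 down-regulated. The total and the down-regulated count are then within 1.5 times the paper's and the up-regulated count is not, and 23 of the 93 listed lncRNAs are not called, against 2 without the limit, so this limit does not give the paper's list. The paper's text does not name a further limit on its list.

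In the paper's Table 1 some normalized values differ from the deposited ones. For miR-168a in the control the paper's value is 329822 and the deposited one 629822. For miR-530 at 1 d the paper's value is 241496 and the deposited one 421496. For miR-156g the paper's values at 1, 2 and 3 d are 364020, 657790 and 19159, and the deposited ones 145344, 99924 and 36336. None of the alternatives applies to these values.

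For Os09g0555600-01 at 3 d the paper's RNA-seq log2 ratio is about −6.9 in Fig. 2b, read by eye, and −5.08 here. It was −5.07 without scaling, −4.37 with edgeR TMM and −4.22 with the DESeq2 median of ratios, so no alternative reaches the figure's value. The value in the paper's own supplementary table is −5.07.

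At 1 d the paper counts more down- than up-regulated genes. Scaled to mapped reads, 2170 transcripts were up- and 1668 down-regulated, and only the setting without scaling gave more falls, 2286 against 1963. That setting gave the paper's counts of 853 and 479 transcripts on all 3 days as well.

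The paper describes targets as moving against their pre-miRNA for many pairs and with it for some, and its text gives no count of pairs. At more than 2-fold, 106 listed pairs moved against and 239 with it at 3 d, and 121 and 120 with the DESeq2 median of ratios. Scaled to mapped reads, 425 of the 494 pairs with a called pre-miRNA had a falling one. Of all transcripts 46.9% fell and 20.2% rose, so more pairs moving with it than against it do not contradict the paper.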

Other observations

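The tests of scaling and of low counts were chosen after the result was seen, and the other tests before.

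The log2 ratios of lncRNAs and their antisense partners in Table S4 lie close together at 3 d, with a median absolute difference of 0.178 over 59 pairs. Neighbouring protein-coding loci differ by 1.61, more than 2 times the antisense value (0.355), which argues against the general closeness of neighbouring genes as the whole cause. Reads shared between overlapping sequences remain a candidate explanation. The antisense value lies at the limit set for it, 0.179, which is 1.5 times the value for transcripts of 1 locus, but its bootstrap interval of 0.130 to 0.271 crosses that limit. The interval lies below 0.807, the limit that would have spoken against shared reads. Co-regulation of sense and antisense transcripts was not tested and stays open, since the reads by strand are not in the deposited tables.

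More transcripts fell than rose by more than 2-fold at 3 d, 2.32 per transcript that rose. With the 100 transcripts with the most reads in each library left out of the scaling the ratio was 2.20. This argues only against those 100 as the cause, since they took 12.9% of reads in the control and 13.9% at 3 d. Reads gathering in a larger number of transcripts are not covered by it. Among 27106 transcripts with a mean of at least 100 reads 5160 rose and 12789 fell, a ratio of 2.48, which argues against chance at low counts. Scaling to all mapped reads while the make-up of the libraries changes stays open. With edgeR TMM the ratio was 1.14, but such scalings centre the median of all loci near 0 by construction, so a general fall of transcripts and an effect of scaling cannot be told apart. No added standard RNA allows an absolute level. A general fall of leaf transcripts under drought is the biological explanation that the design offers, and it was not tested.

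Targets of pre-miRNAs that rose at 3 d fell in their median, to −1.28. That value lies at the 18.8th percentile (18.78) of random lists of like expression, so the general fall of transcripts may account for it. An effect of the pre-miRNAs on their targets would put the targets of rising pre-miRNAs below those of falling ones. Without 12 loci in both sets the difference was −0.090, and random divisions gave −0.89 to 1.14, too wide to tell. Single pairs may differ from the set.

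The paper does not discuss the following gene groups, whose values at 3 d are given relative to the median of all loci, with percentiles among random lists. Proteasome subunits had a relative median of 1.26 (percentile 99.6, 13 up- and 8 down-regulated of 53), with alpha 1-2 subunit Os07g0614100-01 at a log2 ratio of 2.46. Autophagy genes had 1.42 (percentile 98.6, 9 and 7 of 21), with autophagy protein 16 (Os09g0497700-01) at −4.35, and senescence-associated genes 1.22 (percentile 89.7, 7 and 4 of 16), with SAG102 (Os09g0433800-01) at −4.80. Aquaporins had 0.69 (percentile 56.2, 1 and 7 of 17), with aquaporin 2 (Os09g0541000-01) at −4.61. Auxin genes had 0.0055 (percentile 42.8, 13 and 24 of 50), with IAA12 (Os02g0805100-01) at 3.89. Cell wall genes had −0.014 (percentile 61.5, 8 and 29 of 59), with alpha-expansin OsEXPA4 (Os05g0477600-01) at −7.91 from 480 reads in the control and 2 at 3 d. Cell cycle and histone genes had −0.04 (percentile 42.1, 28 and 76 of 160), with histone H1 (Os03g0799000-01) at −5.57. The medians of aquaporins, pollen markers, auxin genes and root markers before subtraction change sign with the DESeq2 median of ratios, and the first 2 with edgeR TMM as well.

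Markers of other organs were looked at as a check of the leaf samples. Seed storage genes had a relative median of 1.85 (percentile 99.3, 7 up- and 4 down-regulated of 16), with a glutelin (Os03g0188500-01) at 3.85. Their median before subtraction went from 1.00 to −0.22 with at least 100 reads required. Pollen and anther genes had 0.23 (percentile 60.3, 12 and 12 of 39), with an Ole e 1 domain gene (Os10g0205700-01) at 4.22, and root genes 0.04 (percentile 51.1, 6 and 10 of 22), with RHD3 (Os11g0582300-01) at 2.95. Lists made from words take in some genes of another kind. The NAC list holds a nascent polypeptide-associated complex gene (Os03g0121700-01, −6.78), the autophagy list acyl-CoA oxidase genes and the root list RCC1 family genes. Oxalate oxidase (Os03g0693700-01) was among the strongest rises at 3 d, from 2 reads in the control to 2992, a log2 ratio of 10.54.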
